# Characterisation and Comparison of Lactating Mouse and Bovine Mammary Gland miRNomes

**DOI:** 10.1371/journal.pone.0091938

**Published:** 2014-03-21

**Authors:** Sandrine Le Guillou, Sylvain Marthey, Denis Laloë, Johann Laubier, Lenha Mobuchon, Christine Leroux, Fabienne Le Provost

## Abstract

**Background:**

The mammary gland is a dynamic organ that undergoes important physiological changes during reproductive cycles. Until now, data regarding the characterisation of miRNA in the mammary gland have been scarce and mainly focused on their abnormal expression in breast cancer. Our goal was to characterise the microRNA (miRNA) involved in mechanisms regulating the mammary function, with particular focus on the lactation stage.

**Methodology/principal findings:**

Using high-throughput sequencing technology, the exhaustive repertoires of miRNA expressed (miRNome) in mouse and bovine mammary glands during established lactation were identified, characterized and compared. Furthermore, in order to obtain more information on miRNA loading in the RNA-induced silencing complex (RISC), the miRNome was compared with that obtained from RNA associated with the AGO2 protein (AGO2-miRNome) in mouse lactating mammary gland. This study enabled the identification of 164 and 167 miRNA in mouse and bovine, respectively. Among the 30 miRNA most highly expressed in each species, 24 were common to both species and six of them were preferentially highly expressed in lactating than non-lactating mammary gland. The potential functional roles of these 24 miRNA were deduced using DIANA-miRPath software, based on miRNA/mRNA interactions. Moreover, seven putative novel miRNA were identified. Using DAVID analysis, it was concluded that the predicted targets of two of these putative novel miRNA are involved in mammary gland morphogenesis.

**Conclusion/significance:**

Our study provides an overview of the characteristics of lactating mouse and bovine mammary gland miRNA expression profiles. Moreover, species-conserved miRNA involved in this fundamental biological function were identified. These miRNomes will now be used as references for further studies during which the impact of animal breeding on the miRNA expression will be analysed.

## Introduction

MicroRNA (miRNA), or endogenous small RNA (18–22 nt), are negative regulators of gene expression, capable of exerting pronounced effects on the translation and stability of mRNA [1]–[3]. It is estimated that miRNA genes may account for 2% to 5% of all mammalian genes and collectively regulate the expression of up to 60% of protein-coding genes [4], [5]. miRNA-mediated gene regulation is crucial to all biological processes such as cellular growth, cell differentiation or death [6]–[8], as well as metabolism [9]–[12]. Moreover, most of miRNA are expressed in a spatio-temporal pattern [13], suggesting that they play specific functions [8]. Despite considerable growth in their number in the miRBase database (http://microrna.sanger.ac.uk/), the field of miRNA research remains uncharted territory.

miRNA-mediated regulation is thought to require a minimally stable interaction between an mRNA and an miRNA and an Argonaute (AGO) protein, comprising a tightly associated miRNA-associated ribonucleoprotein (miRNP), which is the core of the RNA-induced silencing complex (RISC) [14], [15]. In mammals, the AGO subfamily comprises four proteins (AGO1-4). Whilst all AGO proteins are translation repressors, only AGO2 exerts endonuclease activity (reviewed in [16]). This protein family is used to identify mRNA targets using the immunopurification techniques which have recently been developed to isolate RISC associated mRNA and miRNA [17]. In two recent studies [18], [19] based on the cloning and deep sequencing of endogenous miRNA associated with AGO1-3, no evidence for major miRNA sorting was found in human cells. Until now, the correlation between the miRNome obtained from complete tissue and that associated with AGO proteins has only been weakly documented [20].

Studies of miRNA in mammary gland have mostly focused on human breast cancer, and functional studies have identified miRNA playing both tumour suppressing and oncogenic roles by targeting the mRNA involved in breast cancer [21]. However, the mammary gland is a dynamic organ that undergoes important physiological changes during the female reproductive cycle. One important stage in this cycle is lactation, when the mammary gland is mainly made up of mammary epithelial cells which are involved in specific biological functions such as milk component biosynthesis and secretion [22]–[24].

Relatively little is known about the role of miRNA during normal mammary gland development or lactation. Ucar and colleagues [25] showed that *miR-212* and *miR-132* are essential during mammary gland development. A link between miRNA and mammary epithelial progenitor cells has been evidenced using the Comma-Dbeta mouse mammary epithelial cell line [26], [27]. The regulation of both epithelial-mesenchymal transition (EMT) and EMT-associated stem cell properties via the tumour suppressor p53-mediated transcriptional activation of *miR-200c* has also been demonstrated [28]. Le Guillou *et al.* [29] recently showed that the over expression of an miRNA, *miR-30b*, in the mouse mammary gland results in a lactation defect characterised by the presence of acini structures with abnormally small lumen and defective of lipid droplet formation. These studies thus revealed the crucial role of miRNA with respect to mammary gland biology.

miRNA expression patterns have been described in normal mouse and ruminant mammary glands at different stages [30]–[35], but the miRNA profiles obtained were not exhaustive because of limitations to the technologies used. However, high-throughput sequencing technology has now become a powerful tool to describe an exhaustive miRNA repertoire and discover new miRNA [36], [37].

Whilst very recent studies of miRNA repertories in goat and bovine mammary gland tissues during dry period, early, peak and late lactation have been performed using high-throughput sequencing techniques [38]–[41], the description of mammary gland miRNomes is still limited. In particular, no reports on the miRNA repertoire in the mouse mammary gland, or any comparisons between species to characterise conserved miRNA in this biological function, have been presented.

The principal objective of the work reported here was therefore to identify the crucial miRNA involved in lactation. We thus identified and compared the exhaustive repertoires of miRNA, known and novel, expressed in mouse and bovine mammary glands during established lactation using Solexa deep sequencing technology. We characterised a set of miRNA that are conserved and highly expressed during lactation, as well as miRNA related to different species and different physiological stages. To widen the knowledge on miRNA loading in RISC, we also compared the whole miRNome *versus* the miRNome associated with the AGO2 protein, or the AGO2-miRNome, in the lactating mouse mammary gland. The predicted biological processes targeted by the most frequently detected miRNA were then discussed.

## Materials and Methods

### Animals and tissue collection

All experiments involving animals were performed in strict accordance with the guidelines of the Code for Methods and Welfare Considerations in Behavioural Research with Animals (Directive 86/609EC) and the recommendations of the French Commission de Génie Génétique (Permit number 12931 (01.06.2003)) and CEMEAA (Ethics Committee for Animal Experimentation in Auvergne, number 02) which approved this study. Every effort was made to minimise animal suffering.

Left and right abdominal mammary glands (#4) were collected from two primiparous FVB/N mice at mid-lactation (day-12). The day of parturition was designated as day 0 of lactation. No litters containing fewer than five pups were used for any of the experiments. When sampling, the lymph node of the mammary gland was removed, and the tissue was frozen immediately.

Bovine mammary tissue was collected from four multiparous Holstein dairy cows at mid-lactation. Biopsies were performed on the upper one-third of the posterior area of one udder using the method described by Farr *et al.* [42]. Approximately 500 mg of mammary tissue were collected, rinsed in 0.9% sterile saline solution, inspected to verify tissue homogeneity and then snap-frozen.

Both bovine and mouse mammary gland samples were stored at −80°C until RNA extraction.

### Tissue lysates and Argonaute-2 co-immunoprecipitation

Mouse mammary glands were homogenised individually in 1 mL lysis buffer (20 mM Tris HCl pH 7.5, 200 mM NaCl, 2.5 mM MgCl_2_, 0.5% Triton ×100, complete EDTA-free protease inhibitors (Roche) and 100 U/mL RNase OUT (Invitrogen)) per 100 mg tissue and stored in ice. Homogenates were centrifuged at 10,000 g, for 10 min. at 4°C. The supernatants were recovered, and kept at 4°C pending AGO2 co-immunoprecipitation. 50 µl Dynabeads® Protein G (Immunoprecipitation Kit- Dynabeads® Protein G; Cat. No. 100.07D; Invitrogen) per sample were prepared according to the manufacturer's protocol and 5 µg anti-AGO2 monoclonal antibody (Abnova, EIF2C2 monoclonal antibody (M01), clone 2E12-1C9; Cat. No. H00027161-M01), diluted in Ab Binding and Washing Buffers provided with the supplier's kit, were added to each aliquot of beads. Supernatants from mammary lysis were subsequently added to the beads and incubated overnight under constant rotation at 4°C. The beads were washed five times with 200 µL lysis buffer and finally resuspended in 90 µL lysis buffer supplemented with 10 µL 0.1 M DTT.

### RNA isolation

Total RNA were isolated from mouse tissue biopsies or from the samples obtained after AGO2 co-immunoprecipitation using the RNA NOW kit (Ozyme), with overnight precipitation so as to guarantee a maximum yield of small RNA. Bovine total RNA were prepared from about 50 mg mammary tissue using the Nucleospin® miRNA isolation kit (Macherey-Nagel Inc.) according to the manufacturer's instructions. The concentration and purity of total RNA were estimated by spectrophotometry (Nanodrop™, ND-1000) and its integrity was ascertained by migration on 2% agarose gel and analysed by displaying 28S and 18S rRNA. Bovine samples were pooled in equal amounts by pairs to obtain 10 µg RNA from each sample. Both mouse and bovine samples were precipitated using sodium acetate 3M, 96% ethanol and 5 mg/mL glycogen.

### Small library preparation and sequencing

Libraries were prepared simultaneously using the Illumina small RNA kit (Illumina) from GATC Biotech Company, according to the manufacturer's instructions. Briefly, the small RNA (below 500 nt) were isolated from total RNA using the mirVana miRNA isolation kit (Ambion) and then size-fractionated and purified on a denaturing 15% polyacrylamid gel, and stained with SYBR Green II. The small RNA fractions (19–29 nt) were collected by passive elution of the RNA from the gel, then precipitated with ethanol and dissolved in water. The small RNA thus isolated were poly(A)-tailed and an RNA adapter was ligated to the 5′-phosphate of the RNA. First-strand cDNA synthesis was performed using an oligo(dT)-adapter primer and M-MLV reverse transcriptase. The resulting cDNA were PCR-amplified to about 10–20 ng/µL using high fidelity DNA polymerase, over 18 to 26 cycles. The primers (sense: 5′- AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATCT-3′ and antisense: 5′-CAAGCAGAAGACGGCATACGAGAT-Barcode-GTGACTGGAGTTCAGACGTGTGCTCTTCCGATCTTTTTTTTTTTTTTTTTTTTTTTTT-3′) used for the PCR amplification were designed for the purpose of TruSeq sequencing according to the instructions provided by Illumina. The barcode sequences attached to the 5′-end of the cDNA are listed in Table S1. The PCR products (total length of 165–175 bp) were analysed by capillary electrophoresis on a Shimadzu MultiNA microchip electrophoresis system and purified using the Agencourt AMPure XP kit (Beckman Coulter Genomics). Libraries were sequenced on an Illumina HiSeq 2000 by GATC Biotech Company, according to Solexa's sequencing method. All RNA sequencing data were subsequently deposited in the Gene Expression Omnibus (GEO): GSE53511.

### Sequencing data analyses and discovery of novel miRNA

After removing the poly-A stretches, data analyses were mainly performed using miRDeep2 software [43] as described in Figure S1. After filtering for their size (17–28 nt), the cleaned sequences were clustered into unique reads and then mapped to the mouse (GRCm38.71) and bovine (UMD3.1.71) reference genomes using the mapper.pl module from miRDeep2. Novel miRNA and precursors were identified using the miRDeep2 core module miRDeep2.pl (including the presence of reads corresponding to typical products of miRNA biogenesis, stability of the putative pre-miRNA hairpin and homology to previously identified miRNA). For both species, novel miRNA datasets were created by adding miRNA predicted with a miRDeep2 score >0 to known miRNA for the species (miRBase v20). The same operation was performed to create a new data set of precursors for both species. The quantifier.pl miRDeep2 module was then used to map the unique reads, new sets of miRNA and all known miRNA (miRBase v20) on the new sets of miRNA precursors. The quantification results generated by this module were then filtered with a custom perl script parse_miRDeep2_outputs.pl (https://mulcyber.toulouse.inra.fr/projects/bioinfoutils/) to eliminate any redundancy between known and putative novel miRNA.

### Analysis of differential expression

A differential expression analysis between mouse and AGO2-miRNomes was performed using R version 3.0.1 (R Development Core Team, 2013, http://www.R-project.org) with the Bioconductor DESeq2 package, version 1.0.17 [44]. DESeq2 utilises a negative binomial distribution to model read counts per miRNA and implements a method to normalise these counts. This normalisation procedure uses the library median of the ratios between the read count and the geometric mean of each gene as a scaling factor for each library. Fold changes were estimated using an empirical Bayes shrinkage procedure. This helps to moderate the large spread in fold changes for genes with low counts, while it has negligible effect on genes with high counts. Since hypothesis tests are performed for gene-by-gene differential analyses, the p-values obtained need to be adjusted to correct for multiple testing. However, procedures to adjust p-values in order to control the number of false positives found often lead to a loss of power to detect truly differentially expressed genes because of the large number of hypothesis tests performed. To reduce the impact of such procedures, the filtering method described by Rau *et al.* [45] was used to remove genes that appeared to generate an uninformative signal. This method identifies a filtering threshold that maximizes so-called filtering similarity among replicates. Tests for differential expression were only applied to genes whose maximal count across all four samples was higher than its threshold. This method was implemented under the Bioconductor HTSFilter package, version 1.0.0. [45]. The threshold value was found to be equal to 175. Applying this filtering reduced the 1,750 miRNA to just 299. The p-values were adjusted for multiple testing using the Benjamini and Hochberg method [46], and those with an adjusted p-value<0.05 were considered to be significant.

### miRNA targeted pathway analysis

miRNA targeted pathway analysis was performed using the computational application DIANA miRPath v2.0 [47], applied to the top 24 most highly expressed miRNA in mouse and bovine lactating mammary glands. miRNA targets were predicted with high accuracy based on DIANA-microT-CDS [48]. Targets of putative novel miRNA were predicted using TargetScanMouse Custom release 5.2 [5] and then their functional analysis was performed using DAVID Bioinformatics Tools [49], [50].

## Results and Discussion

### Characterisation of lactating mouse and bovine mammary gland miRNomes

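Small RNA from lactating mammary glands was sequenced in 2 mouse libraries, each from 1 mouse, and in 2 bovine libraries, each from a pool of 2 cows. RNA was isolated with a different kit in each species. The authors removed poly-A stretches, kept reads of 17 to 28 nt and counted them with the quantifier of miRDeep2, a program that maps reads to known precursors and to precursors it predicts from the reads themselves. The deposited values are counts of reads per mature miRNA, without normalisation, with 1 line for each of the 1750 miRNA listed for mouse and the 1539 listed for bovine. The counts summed to 9299807 and 8391916 in mouse samples 1 and 2 and to 9402483 and 10613807 in bovine samples 1 and 2. These totals made up 94.7% and 96.4% of the sized reads of Table 1 in mouse and 95.2% in both bovine samples. RPM were computed over the totals, so that they refer to reads assigned to listed miRNA and not to all sequenced reads. The limit that a count of 0 allows, set at 3 counts, was 0.323 and 0.357 RPM in the mouse samples and 0.319 and 0.283 RPM in the bovine samples. It covers counting error only, since the reads carry no molecular identifiers.
Over the miRNA that reached 100 RPM in at least 1 sample, the SD of the log2 ratio of sample 1 over sample 2 was 0.93 in mouse and 0.31 in bovine. Of these miRNA, 44 of 171 lay over 2-fold apart in mouse and 2 of 172 in bovine.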

Four libraries were constructed using small RNA isolated from lactating mouse (2) and bovine (2 pools of 2 cows) mammary glands and sequenced using Illumina/Solexa technology. More than 10 million reads were obtained from each library (Table 1). After removing the poly-A stretches, 9.26 and 10.51 million reads of 17–28 nt on average for the two samples of each species, were obtained from the mice and bovine libraries, respectively (Table 1). These clean and sized reads corresponded to 86.1% and 91.9% of mouse and bovine reads, respectively. They were mapped to the mouse (GRCm38.71) and bovine (UMD3.1.71) genomes and aligned against miRBase (version 20.0). 62,046 and 46,169 unique sequences were identified in mouse and bovine samples, respectively, corresponding to three categories based on their hits: (i) known miRNA in the species, corresponding to 824 and 487 in mouse and bovine, respectively; (ii) novel miRNA in the species, but also identified in other species, corresponding to 1 and 167 miRNA in mouse and bovine, respectively; and (iii) predicted novel miRNA corresponding to 126 and 679 miRNA in mouse and bovine, respectively (Figure 1A, Table S2). 

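A miRNA was taken as identified when at least 1 read was counted in either sample of the species. In mouse, 951 miRNA met this rule, of which 824 were known in mouse, 126 were predicted and 1, hsa-miR-374b-3p, was known in another species. In bovine, 1333 miRNA met it, of which 487 were known in bovine, 167 were known in other species and 679 were predicted. Counts in both samples were found for 614 of the known and 65 of the predicted mouse miRNA. The same held for 423 of the known bovine miRNA, for 145 of those known in other species and for 345 of the predicted ones.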

The quantity of predicted novel miRNA and of miRNA identified in other species but unknown in the sequenced species, was more important in bovine than in mouse and this could probably be explained by the smaller number of studies performed in bovine than in the mouse. However, the number of predicted novel mouse miRNA identified here (126) remained substantial. Our data also significantly increased knowledge of bovine miRNA and the number of miRBase entries. However, in both species, predicted novel miRNA and known miRNA in other species were represented by a small number of read counts in most of cases, and only a very small percentage of reads (0.9 to 0.1%), confirming that the use of NGS technology allowed results close to the complete miRNA profile. However, deeper sequencing would be able to reveal more low abundant miRNA.

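Known miRNA took 99.9% ± 0.0198 (SD, n = 2) of the counts in mouse and 98.8% ± 0.0341 (SD, n = 2) in bovine. Predicted miRNA took 0.114% ± 0.0201 in mouse and 0.294% ± 0.0144 in bovine. In bovine, miRNA known in other species took a further 0.925% ± 0.0197. The median count of a predicted miRNA, summed over both samples, was 4 in mouse and 3 in bovine, against 29 and 159 for known miRNA. Fewer than 10 counts were summed for 79 of the predicted mouse miRNA and for 488 of the predicted bovine miRNA. A few of these miRNA were abundant, with 9612 summed counts for mmu-11_6623-3p, 15577 for bta-10_2736-3p and 44819 in bovine for hsa-miR-145-3p. From the small number of reads in both categories, the paper concludes that the sequencing came close to the complete miRNA profile.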

**Figure 1:**
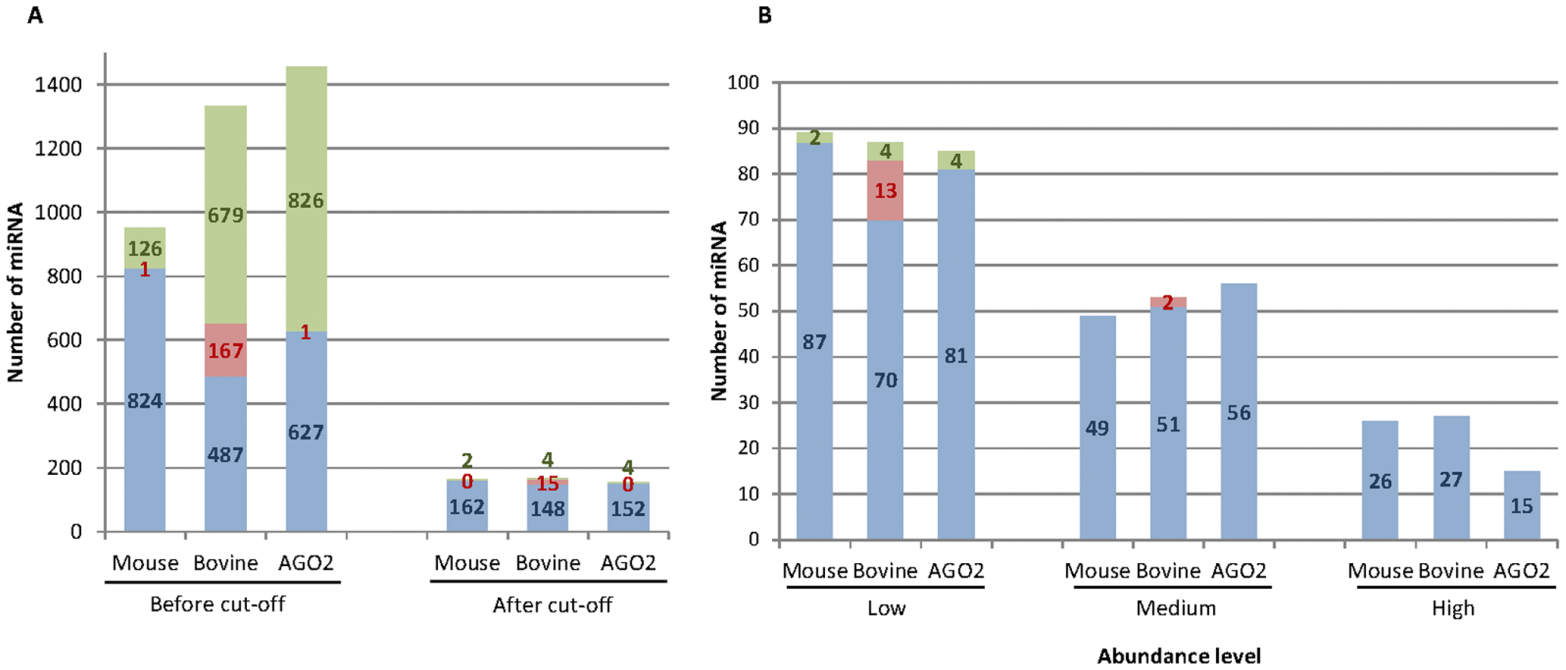
Characterisation of mouse and bovine lactating mammary gland libraries. A. miRNA identification in mouse and bovine lactating mammary glands. Unique sequences in mouse, bovine and AGO2-miRNomes were identified and classified in three categories according to their hits: (i) known miRNA in the species (blue), (ii) miRNA identified in other species (red) and (iii) predicted novel miRNA (green). Numbers of miRNA are presented before and after applying the 100 RPM cut-off point. **B. Distribution of miRNA according to their abundance in mouse and bovine lactating mammary glands.** The miRNA were classified in three categories: low, 100≤miRNA<1,000 RPM; medium, 1,000≤miRNA<10,000 RPM; and high, miRNA≥10,000 RPM.

**Table 1:** Summary of sequencing data lactating mouse, bovine and AGO2 mammary gland miRNA libraries.

	Mouse		Bovine		AGO2	
	Sample 1	Sample 2	Sample 1	Sample 2	Sample 1	Sample 2
Raw reads	10,782,945	10,738,221	10,847,425	12,034,673	12,940,967	13,643,425
Clean reads^a^	9,909,832	8,760,102	9,951,849	11,245,052	5,485,346	7,610,033
Sized reads^b^	9,817,286	8,708,817	9,877,580	11,149,432	5,307,791	7,368,804
All unique sequences corresponding to sized reads	128,806	90,569	97,136	111,437	55,616	305,201*
Mapped reads^c^	9,369,334	8,402,247	9,549,490	10,802,108	4,674,418	6,508,282
Unique sequences corresponding to mapped reads	72,653	51,438	40,750	51,587	26,843	230,688*

a poly-A stretches removed.

b 17–28 nt size filtering,reads used by miRDeep2 quantification process.

c reads with at least one and at most five reported alignments, used by the miRDeep2 prediction process.

* In AGO sample 2, many reads below 10 counts were present, subsequently discarded by miRDeep2 processes.

In a recent study, Mullokandov *et al.* [51] showed that miRNA representing less than 100 reads per million (RPM) are unlikely to be functionally relevant and they found that the majority of suppressed sensors correspond to miRNA or miRNA families expressed above 1,000 RPM. Only a small number of miRNA were expressed at a sufficient concentration to mediate sensor regulation.

Reads representing more than 100 RPM in at least one of the four libraries corresponded to 164 and 167 miRNA in mouse and bovine, respectively (Figure 1A). 

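At least 100 RPM in at least 1 sample of the species was reached by 171 miRNA in mouse, of which 168 were known and 3 were predicted. In bovine it was reached by 172 miRNA, of which 149 were known in bovine, 19 were known in other species and 4 were predicted. Mouse sample 2 alone gave 154 miRNA and mouse sample 1 alone gave 164. The bovine samples gave 170 and 166. When the mean of both samples had to reach 100 RPM, the numbers were 164 in mouse and 167 in bovine.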

Application of this threshold resulted in the elimination of a significant number of miRNA, which accounted for only 0.5% and 0.6% of the reads in mouse and bovine, respectively. 

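In mouse, the 780 miRNA with a count that stayed below 100 RPM in both samples took 0.454% ± 0.00814 (SD, n = 2) of the counts. In bovine, 1161 such miRNA took 0.558% ± 0.0234 (SD, n = 2). Among the alternatives, leaving out a mouse sample moved the share most. With mouse sample 2 alone, 619 miRNA were below 100 RPM and took 0.564% of its counts.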

Mullokandov *et al.* [51] precised that as the targets of one miRNA are subject to regulation by all family members, the cumulative concentration of an entire miRNA family could be considered. 

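The seed was taken as nucleotides 2 to 7 of the mature sequence, and the mean RPM of all miRNA of a species with the same seed were added. In mouse, 42 seeds reached 1000 RPM and together took 97.1% of the reads. In bovine, 50 seeds did so and took 96.8%. Both lists held 34 of these seeds, while 8 reached this level in mouse only and 16 in bovine only. Seeds of 1 species only can come from the listed start of a sequence. For miR-126a-3p (18369 RPM in mouse, 34646 in bovine) and miR-375-3p (1830 and 1976 RPM) it differs by 1 base. The reads of each were therefore added to different seeds in the 2 species. The most abundant seed in mouse, AACACU, summed to 130131 ± 38267 RPM (SD, n = 2), most of it from miR-200a-3p. The next was GAGGUA, with 119097 ± 37838 RPM (SD, n = 2), so that their order lay within the spread of the mouse samples. In bovine the most abundant seed was GAGGUA, shared by let-7 miRNA, with 173174 ± 13953 RPM (SD, n = 2). With nucleotides 2 to 8 as the seed, 43 seeds in mouse and 49 in bovine reached 1000 RPM.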

By pooling miRNA sharing seeds, the number of different seed sequences reaching 1,000 RPM corresponds to 50 in each of the species (Table S3), which probably represent the major part of miRNA with suppressive activity.

In each miRNome, the miRNA could be classified as a function of their abundance (Figure 1B). 

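A mean of 10000 RPM or more over both samples was reached by 26 miRNA in mouse, which took 78.0% ± 1.16 (SD, n = 2) of the counts. In bovine, 27 miRNA took 76.6% ± 1.03 (SD, n = 2). By their means, the most abundant mouse miRNA were miR-200a-3p, with 96964 ± 30426 RPM, miR-146b-5p, with 93225 ± 11315 RPM, and miR-148a-3p, with 86889 ± 1272 RPM. In mouse sample 1 alone, miR-148a-3p was the most abundant. In bovine, miR-148a-3p was the most abundant, with 74319 ± 872 RPM. RPM computed over the sized reads of Table 1 gave 25 miRNA and 73.6% in mouse, and 27 miRNA and 72.9% in bovine.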

Twenty six and 27 miRNA were highly expressed with more than 10,000 RPM, which constituted 78.1% and 76.6% of the total reads in mouse and bovine, respectively. 

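Between 1000 and 10000 RPM, 50 miRNA took 18.3% ± 0.797 (SD, n = 2) of the counts in mouse. In bovine, 53 miRNA took 19.4% ± 0.789 (SD, n = 2).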

Forty nine and 53 miRNA in mouse and bovine, respectively, were expressed at moderate levels of between 1,000 and 10,000 RPM. Eighty nine and 87 miRNA in mouse and bovine, respectively, were expressed at low levels of between 100 and 1,000 RPM. 

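The class of low abundance held 95 miRNA in mouse and 92 in bovine when 100 RPM had to be reached in at least 1 sample. They took 3.20% ± 0.372 (SD, n = 2) of the counts in mouse and 3.48% ± 0.218 (SD, n = 2) in bovine. With the mean of both samples at 100 RPM or more, the class held 88 miRNA in mouse and 87 in bovine.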

All predicted novel miRNA were expressed with a low abundance.

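None of the 3 predicted mouse miRNA and 4 predicted bovine miRNA that reached 100 RPM in a sample came to 1000 RPM in any sample. The highest value was 624 RPM in mouse, for mmu-11_6623-3p in sample 1. In bovine it was 854 RPM, for bta-5_32567-5p in sample 1.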

### Comparison of mouse and bovine lactating mammary gland miRNomes

One purpose of the present study was to evaluate miRNome conservation between mouse and bovine mammary glands during lactation. 

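Table S2 sets 251 mouse miRNA and bovine miRNA on the same lines. These lines were used to match the species. Some lines pair names of different arms, such as mmu-miR-379-3p with bta-miR-379-5p and mmu-miR-339-3p with bta-miR-339a-5p. These pairs may not be counterparts. Of the matched miRNA, 118 reached 100 RPM in at least 1 mouse sample and in at least 1 bovine sample. Requiring it of the mean of both samples gave 117. Leaving out mouse sample 1 gave 113, the lowest number among the alternatives. The highest was 126, with miRNA of the same name under another species' prefix matched too. All these alternatives were chosen after seeing the data.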

By comparing the two miRNomes, 123 miRNA were found to be present in both species (Table S2). Moreover, 41 (39 known and 2 predicted novel) miRNA were detected in mouse but not in bovine and 44 (40 known and 4 predicted novel) miRNA were detected in bovine, but not in mouse. 

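With this matching, 53 miRNA at this level were found in mouse and not in bovine, 50 known and 3 predicted. They include miR-199b-3p, with 3737 RPM, and miR-3107-5p, with 302 RPM. The mouse sequences of these are identical to those of miR-199a-3p and miR-486-5p, which reached 100 RPM in both species. They are therefore mouse only by name. In the opposite direction, 54 miRNA were found in bovine and not in mouse, of which 31 were known in bovine, 19 were known in other species and 4 were predicted. Many of them were not absent from the other species. A matched miRNA with counts below 100 RPM was present in bovine for 16 of the 53, and in mouse for 18 of the 54. The 18 include bta-miR-379-5p and bta-miR-339a-5p, which are matched to the other arm by name. The remaining 37 mouse miRNA had no matched line with a bovine count, though some of them are listed in bovine by the same name under another species' prefix. With these matched too, chosen after seeing the data, 45 miRNA were found in mouse only and 46 in bovine only, and 26 of the 45 had no matched miRNA with a bovine count.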

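Of the miRNA at 100 RPM in 1 species only, 46 of 53 in mouse (86.8%) and 48 of 54 in bovine (88.9%) had a mean under 1000 RPM. These miRNA of low abundance took 1.22% of the mouse counts and 1.32% of the bovine counts. With the more abundant ones included, the shares were 2.92% ± 0.150 (SD, n = 2) in mouse and 2.83% ± 0.0862 (SD, n = 2) in bovine. The mouse share of 2.92% includes miR-199b-3p and miR-3107-5p, which are mouse only by name. Both shares also hold miRNA listed in bovine under another species' prefix. An example is miR-30a-3p, with 1198 RPM in mouse and 1739 RPM in bovine as hsa-miR-30a-3p. With the same names matched, chosen after seeing the data, the shares were 2.60% in mouse and 2.38% in bovine.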

The number of miRNA exclusive to one of these two species, in this study, appeared high, but more than 80% of them had a low expression level and represented fewer than 0.6% of the reads.

Deep sequencing can reliably profile miRNA abundance relative to total miRNA, and its normalisation enables comparison of the ranking of miRNA expression between different samples. 

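Over the 118 miRNA at 100 RPM in both species, Spearman's rho of the mean RPM in mouse and in bovine was 0.747, with a bootstrap 95% interval from 0.637 to 0.825. Pearson's r of the log10 values was 0.750. A two-sided permutation test of 100000 resamples gave p = 1e-05 for both, the smallest value it allows. The correlation is across miRNA, which are not independent replicates. Besides it, 5 rank correlations with GC content were tested by permutation. The 2 samples of one species were closer to each other over the same miRNA, with rho of 0.937 in mouse and 0.990 in bovine. Of the 118 miRNA, 114 lay within 10-fold of each other in the 2 species. The setting that moved rho most was the use of all 249 matched miRNA with a count in both species, which gave 0.868.

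**Figure D1:**
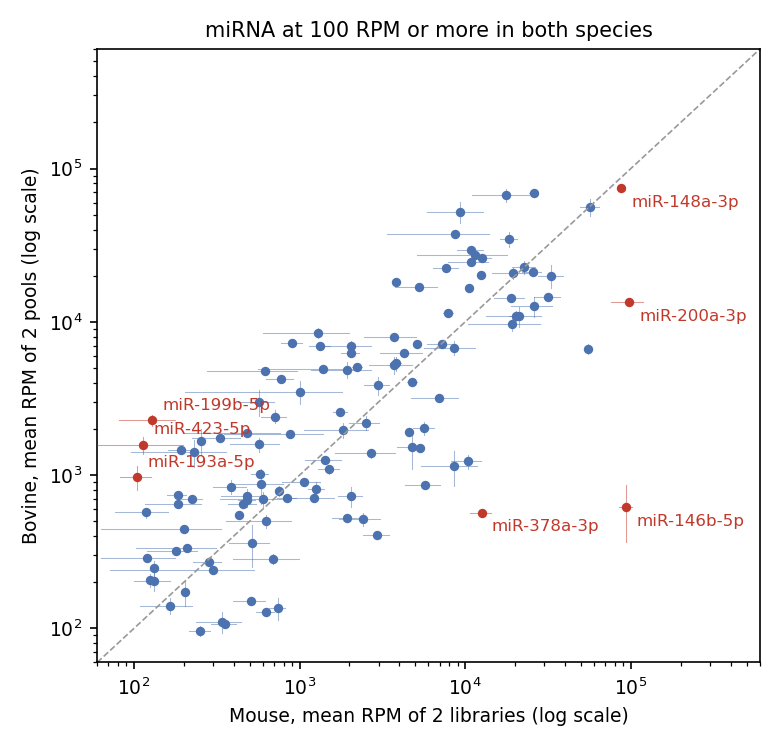
Mean RPM of 118 miRNA at 100 RPM or more in both species, mouse on the horizontal axis and bovine on the vertical axis, both on a log scale. Points are means of 2 libraries, thin lines join the 2 libraries, the dashed line marks equal RPM, and the named miRNA in red include miR-146b-5p and miR-378a-3p far below that line.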

The mouse and bovine miRNA abundance profiles were strongly conserved with a correlation of ranks of 0.72. However, few exceptions with different ranks of expression between species were observed. For example, *miR-146b-5p* and *miR-378a-3p* were highly expressed in mouse but they were present at a low level of expression in bovine; inversely, *miR-199b-5p*, *miR-423-5p* and *miR-193a-5p* were weakly expressed in mouse but highly in bovine (Table S2).

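The counts of matched miRNA with at least 100 RPM in at least 1 of the 4 samples, 152 in all, were compared between species after TMM normalisation. Higher counts were found for 42 miRNA in bovine and for 46 in mouse. The 42 include miR-379-3p and miR-339-3p, whose bovine lines bear the name of the other arm. Species, RNA kit and pooling of animals changed together in this comparison. The alternative that moved these numbers most was the test without a minimum of RPM, which covered 251 miRNA and gave 73 and 71. In mouse, miR-146b-5p had 93225 ± 11315 RPM (SD, n = 2) against 618 ± 352 RPM in bovine. Its log2 fold change of bovine over mouse was -7.68 (standard error 0.62, adjusted p = 0.00143 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other miRNA lower in bovine, miR-378a-3p, had 12554 ± 2534 RPM in mouse and 577 and 561 RPM in the bovine samples, a log2 fold change of -4.93 (adjusted p = 0.00115 from the same edgeR test). For miR-199b-5p the log2 fold change was 3.71 (adjusted p = 0.00419 in the same edgeR test) and for miR-193a-5p it was 2.74 (adjusted p = 0.00640). The log2 fold change of miR-423-5p was 3.30 with a standard error of 0.97 (adjusted p = 0.0384 in the same edgeR test), and its normalised CPM in the 2 mouse samples were 236 and 35.3. Without mouse sample 1 its log2 fold change rose to 5.25, and without mouse sample 2 it was 2.50. For all 5 miRNA both bovine samples lay on the same side of both mouse samples.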

We can hypothesized that the miRNome differences observed between mouse and bovine could be the existence of inherent species differences [52]; for example differences in the relative proportion of secretory epithelium and adipocytes in cow *versus* mouse. To attenuate this point, the characterisation was performed on mammary gland from lactating animals, at which time the organ is mainly composed of mammary epithelial cells in both species. Moreover, cattle have been selected for sustained milk production, and this could explain some of the miRNome differences observed *versus* the mouse data. Although the data were obtained using the same procedure and the same bioinformatics and biostatistical analyses during this study, we could not exclude the possibility that such differences might be due to technical biases [53], [54], [55] or to the RNA isolation methods used.

Amongst the 30 most expressed miRNA in each miRNome, six miRNA were present only in the mouse top 30, and six others in the bovine top 30 (Figure 2). Among them, four miRNA (*miR-29b-3p*, *miR-181a-5p*, *miR-181b-5* and *miR-451a-5p*) and five miRNA (*miR-20a-5p*, *miR-23b-3p*, *miR-26b-5p*, *miR-99a-5p* and *miR-199a-3p*) in the mouse and bovine, respectively, were expressed in the other species with moderate (over 10,000 reads) to high abundance (Table S2). 

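Ranked by the mean RPM of both samples, 24 miRNA were among the 30 most abundant in both species and 6 were in the list of 1 species only. The number was also 24 after division by size factors and with each of the 4 samples left out in turn. The 24 miRNA took 62.7% ± 0.0884 (SD, n = 2) of the counts in mouse and 70.7% ± 1.15 (SD, n = 2) in bovine. All 30 took 81.5% in mouse and 79.2% in bovine.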

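Among the miRNA of the mouse list only, miR-181a-5p had 55145 ± 2351 RPM (SD, n = 2) in mouse and 6659 ± 657 RPM in bovine, where it ranked 37. For miR-181b-5p the values were 10326 ± 3021 and 1229 ± 186 RPM, and for miR-451a-5p they were 8551 ± 4461 and 1147 ± 414 RPM. These 3 miRNA were lower in bovine, with log2 fold changes of -3.51, -3.54 and -3.38 (adjusted p = 0.00115, 0.00230 and 0.00660 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). No difference was called for miR-29b-3p, with 8574 ± 4150 RPM in mouse and 6796 ± 1069 RPM in bovine (adjusted p = 0.145 in the same edgeR test).
Among the miRNA of the bovine list only, the largest log2 fold changes of bovine over mouse were 2.24 for miR-92a-3p and 1.80 for miR-99a-5p (adjusted p = 0.0380 and 0.00347 from edgeR's quasi-likelihood test). With each library left out in turn, these ranged from 1.60 to 3.40 and from 1.64 to 1.82, so that their order depends on the libraries used. For miR-23b-3p and miR-26b-5p the log2 fold changes were 1.22 and 1.08 (adjusted p = 0.0432 and 0.0209 in the same edgeR test). No difference was called for miR-20a-5p, which ranked 25 in bovine with 11390 ± 989 RPM and 31 in mouse with 7862 ± 738 RPM. The same held for miR-199a-3p, with 7981 ± 215 RPM in bovine and 3737 ± 1816 RPM in mouse (adjusted p = 0.207 in the same edgeR test). The sequence of miR-199a-3p is identical to that of miR-199b-3p, so that its reads cannot be assigned to 1 of the 2 genes.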

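The least abundant of the shared miRNA in mouse was let-7b-5p, with 8675 ± 7491 RPM (SD, n = 2), and the least abundant in bovine was let-7c-5p, with 9638 ± 1375 RPM (SD, n = 2). Their ranks differed between the species. In bovine, miR-26a-5p ranked 2 with 69568 ± 3713 RPM, and in mouse it ranked 9 with 25893 ± 2079 RPM. In the opposite direction, miR-200a-3p ranked 1 in mouse and 23 in bovine.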

24 miRNA were common to both species (Figure 2) and, in order to estimate their impact to the lactation process, their presence was compared with the 30 miRNA most highly expressed from different organs, from published data obtained with the high-throughput sequencing technology (Table S4, Figure S2). Fifteen of them were present in the top 30 of several tissues such as brain, muscle, liver, lung or endometrium (in bold in Table S4). Most of these 15 had already been defined as abundant and ubiquitously expressed miRNA by Landgraf *et al.* [56] in their foundation work on the mammalian miRNA expression atlas. These 15 miRNA may be important regulators of fundamental and common biological processes and we can hypothesise that they are involved in basic processes of mammary gland biology but not necessarily in its specific functions, such as milk component synthesis or secretion. For example, six are members of the *let-7* gene family known to be ubiquitously expressed and involved in regulating cell proliferation and differentiation (reviewed in [57]). 

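The 6 let-7 miRNA took 11.1% ± 3.39 (SD, n = 2) of the counts in mouse and 16.7% ± 1.41 (SD, n = 2) in bovine. In mouse, let-7g-5p was the most abundant of them, with 25482 ± 4767 RPM. In bovine it was let-7a-5p, with 67054 ± 9832 RPM against 17657 ± 9361 RPM in mouse.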

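In mouse, miR-200b-3p had 26180 ± 10450 RPM (SD, n = 2) and miR-200c-3p had 11508 ± 9024 RPM. In bovine they had 12615 ± 2566 and 27309 ± 3848 RPM. Together with miR-200a-3p and miR-141-3p, the other members of this family among the shared miRNA, they took 16.8% ± 1.88 of the counts in mouse and 7.34% ± 0.104 in bovine. The RPM of miR-16-5p were 12702 ± 2412 in mouse and 26189 ± 955 in bovine. For miR-23a-3p they were 10806 ± 2740 and 29512 ± 2099. For miR-126-3p they were 18369 ± 2969 and 34646 ± 5734, and for miR-126-5p 10860 ± 4153 and 24518 ± 1220. The data of the other tissues were not analysed here.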

Among the 24 common miRNA, seven other miRNA (*miR-16-5p*, *miR-23a-3p*, *miR-126-5p*, *miR-126-3p*, and three members of the *miR-200* family (*miR-200a-3p*, *miR-200b-3p*, *miR-200c-3p*)) were mainly detected in the top 30 of different epithelial tissues, such as kidney, lung or endometrium (Table S4, Figure S2), suggesting that they could be involved in physiological processes linked to epithelial cell functions. Indeed, the importance of the *miR-200* family to normal mammary gland development was recently reported by Chang *et al.* [28] and Nagaoka *et al.* [58]. Moreover two miRNA (*miR-22-3p* and *miR-141-3p)* were only detected among the 24 common miRNA of our studies on the mammary gland, thus suggesting the value of further investigating their role. The expression of the seven miRNA detected in the top 30 of epithelial tissues and the two miRNA expressed only in mammary gland (*miR-22-3p* and *miR-141-3p*) were compared with those on published non-lactating mammary gland miRNomes generated from several species (bovine [40], caprine [38], [39], [41] and human [59]) using the same NGS technology. Six of them (*miR-126-5p*, *miR-16-5p*, and members of the *miR-200* family (*miR-141-3p*, *miR-200a-3p*, *miR-200b-3p*, *miR-200c-3p*)) were not present amongst the 30 highly abundant miRNA in non-lactating miRNomes. It can therefore be suggested that these six miRNA may have functions linked to the lactation process. It would be interesting to investigate their function further in order to confirm this hypothesis.

**Figure 2:**
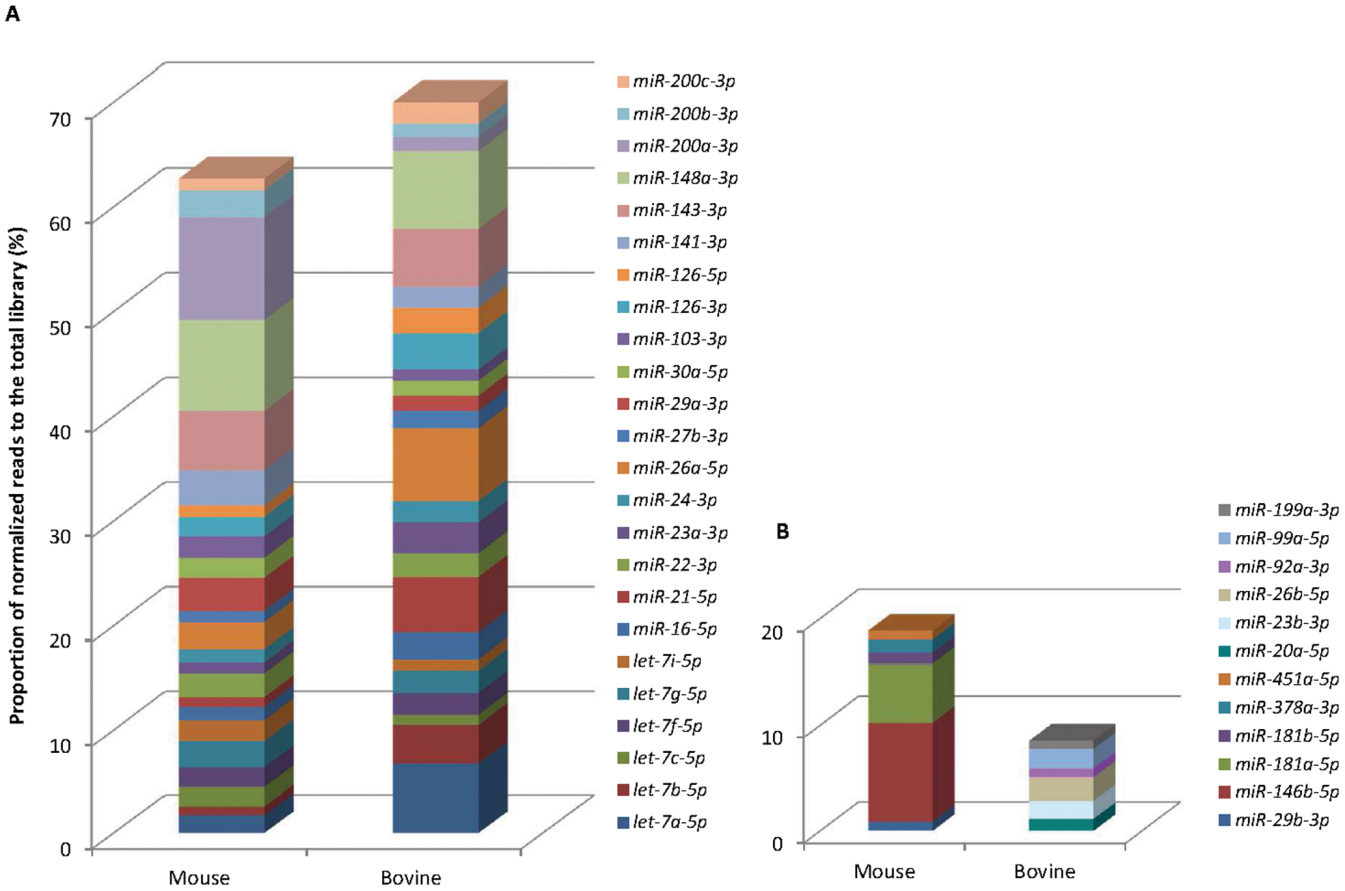
The top 30 most highly expressed miRNA in mouse and bovine lactating mammary glands. Representation of the percentage of normalised reads in the total library of the 24 miRNA common to the mouse and bovine species (**A**) and of the six miRNA present in only one species (**B**).

### Characterisation of AGO2-miRNome in lactating mouse mammary gland

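The AGO2 libraries hold small RNA that was precipitated together with AGO2, the Argonaute protein that carries miRNA in the silencing complex RISC. There were 2 such libraries, from 2 animals, and they were compared with the 2 mouse libraries of total RNA. The methods describe 2 mice, with the left and right glands taken from each. They do not say which mouse or gland each library came from. The deposited values are again read counts per mature miRNA, over the list of 1750 mouse miRNA. The counts summed to 3909166 in AGO2 sample 1 and 5041406 in AGO2 sample 2, which is 73.6% and 68.4% of their sized reads in Table 1. The limit set by a count of 0 was 0.767 and 0.595 RPM, higher than in total RNA. Of the 167 miRNA at 100 RPM in an AGO2 sample, 46 lay over 2-fold apart between the 2 AGO2 samples.
To compare the libraries, miRNA with a count above 175 in at least 1 of the 4 libraries were kept, the threshold given in the paper, which left 299 of 1750. Counts were normalised with the TMM factors of edgeR and expressed as CPM. A fold change is the ratio of AGO2 over mouse in these normalised counts, so that it compares shares of each library and not amounts of RNA. With 2 samples against 2, no permutation of the samples can reach a p-value under 0.05, and the tests rest on a spread estimated across all miRNA.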

In mouse lactating mammary gland, miRNA associated with AGO2 protein (AGO2-miRNome) were exhaustive described on small RNA isolated by co-immunoprecipitation using anti-AGO2 antibody (Figure S3) and deep sequencing. Two libraries from two animals were produced and an average of more than 13 million reads was obtained (Table 1). The data were analysed as described previously. After cleaning and sizing, 6.34 million reads of 17–28 nt were obtained. Around 50% of these reads were eliminated. This percentage was high, and in line with the results obtained by immunoprecipitation using the anti-AGO protein approach [60]. 

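In the AGO2 libraries, 1454 miRNA had at least 1 count, of which 627 were known and 826 were predicted. At least 100 RPM in at least 1 AGO2 sample was reached by 167 miRNA, 162 known and 5 predicted. When the mean of both samples had to reach 100 RPM, 156 miRNA remained, 152 known and 4 predicted. RPM over the sized reads of Table 1 gave 151.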

After normalisation and applying a cut-off point at 100 RPM, 152 known miRNA and four predicted novel miRNA were identified (Figure 1A). 

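Over 10000 RPM, 15 miRNA took 76.1% ± 3.50 (SD, n = 2) of the AGO2 counts. Of these, 12 were above 10000 RPM in the mouse libraries too. The most abundant was miR-200a-3p, with 261926 ± 8393 RPM (SD, n = 2). The class from 1000 to 10000 RPM held 56 miRNA and the class below it 96. RPM over the sized reads moved the first class most, to 11 miRNA with 50.5% of those reads.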

The miRNA were distributed between different levels of abundance (Figure 1B), which showed that 15 of them were highly expressed.

The mouse miRNome from the total RNA was then compared with the AGO2-miRNome. Before the 100 RPM cut-off point was applied, the lists of the miRNA were not identical. In fact, some miRNA identified in the mouse mammary gland miRNome were not found in the AGO2-miRNome and conversely (Table S2). 

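With a single count as the limit, 655 miRNA were found in both, 296 in the mouse libraries only and 799 in the AGO2 libraries only. Of the latter, 728 were predicted miRNA. The most abundant miRNA found in mouse only was miR-3084-5p, with 5.48 RPM in its highest sample. Among those found in AGO2 only it was mmu-8_42741-5p, with 88.5 RPM in sample 2.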

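Of the 199 miRNA that reached 100 RPM in a mouse or an AGO2 sample, 139 did so in both kinds of library, 32 in mouse only and 28 in AGO2 only. None of these miRNA lacked a count in the other kind of library.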

The difference occurred on miRNA with a low reads: all miRNA identified after application of the cut-off point in one miRNome were present in the other miRNome but some of them were expressed below 100 RPM (Table S5). Some of this difference could be explained by a lower concentration of total RNA in the immunoprecipitated samples than that obtained from the organ, which impacted the composition of the libraries.

For each miRNA, AGO2-RISC loading was characterised by the comparing of the read counts after normalisation of the whole and AGO2-miRNomes. For example, miRNA expressed with the same number of counts in the two miRNomes were considered to be fully loaded in AGO2-RISC. The miRNA were classified according to their percentage loading in AGO2-RISC (Table S5). Eighty seven miRNA were expressed at the same levels in AGO2- and whole miRNomes (Figure 3). 

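Of the 185 miRNA of Table S5 that were tested, 123 were not called as different between AGO2 and mouse libraries at an adjusted p under 0.05. With a replicate block, which pairs equally numbered libraries, 83 were not called, 45 were higher and 57 were lower. The methods do not say that equal numbers mark 1 animal. Figure 3 names 10 miRNA as equally abundant, and their log2 fold changes all lay close to 0. The largest was 0.10 for miR-21a-5p, with a standard error of 0.47 (adjusted p = 0.888 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The standard errors of these 10 miRNA lay between 0.43 and 0.65, so that differences of this size were not detectable with 2 samples in each group. Among them, miR-199a-3p and miR-199b-3p have identical sequences and the same counts.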

Sixty miRNA were significantly less loaded (or depleted) in AGO2-RISC (p-value<0.05), including seven that were loaded at less than 10% (*miR-674-5p*, *miR-34c-5p*, *miR-196a-5p*, *let-7j-5p*, *miR-34a-5p*, *let-7d-5p* and *miR-185-5p*). 

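Over the 299 tested miRNA, 37 were lower in the AGO2 libraries at an adjusted p under 0.05, and 34 of them are in Table S5. Both AGO2 samples lay below both mouse samples for all 37. With DESeq2 in place of edgeR, 48 miRNA were lower, among them all 37. The replicate block gave 61, again with all 37 among them. The miRNA at the lowest percentage of the mouse level that Figure 3 names was miR-674-5p, at 4.94%, with a log2 fold change of -4.33 (standard error 1.02, adjusted p = 0.00322 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had 2 counts in AGO2 sample 1 and 88 in sample 2. Its log2 fold change was -3.05 without AGO2 sample 1 and -8.53 without sample 2. At 5.06%, miR-34c-5p had a log2 fold change of -4.29, and miR-196a-5p, at 5.38%, had one of -4.20 (adjusted p = 0.00237 and 0.00177 in the same edgeR test). With each of the 4 libraries left out in turn, these ranged from -6.03 to -3.21 for miR-34c-5p and from -5.65 to -3.18 for miR-196a-5p. The percentages were 8.82 for let-7j-5p and 9.86 for miR-34a-5p. They were 10.5 for let-7d-5p and 10.7 for miR-185-5p, with log2 fold changes of -3.25 and -3.23 (adjusted p = 0.000543 and 0.00141 in the same edgeR test). Outside Table S5, the predicted miRNA mmu-2_23876-5p had the lowest percentage, 0.717% of its level in mouse. It had 1 and 4 counts in the AGO2 samples and 1251 and 290 in the mouse samples, and its log2 fold change ranged from -8.15 to -5.83 with each library left out in turn. In the same group, mmu-17_20313-5p fell to 4.28%. The latter had 0 counts in AGO2 sample 1 and 29 in sample 2, and its log2 fold change was -4.52 (standard error 1.30, adjusted p = 0.0120 in the same edgeR test). Without AGO2 sample 1 it was -3.22 and without sample 2 it was -12.11.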

Thirty eight were present with more counts in the AGO2- compared with the whole miRNomes. 

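Higher counts in AGO2 were found for 46 of the 299 miRNA, of which 28 are in Table S5. Both AGO2 samples lay above both mouse samples for all 46. Among the alternatives set before the data were examined, the lowest number was 29, without a minimum count and with 1750 miRNA tested. The highest was 69, with DESeq2. The largest change among the known miRNA was that of let-7d-3p, with 39.4 ± 14.2 (SD, n = 2) normalised CPM in mouse and 7380 ± 936 in AGO2. This is a log2 fold change of 7.55 (standard error 0.68, adjusted p = 1.64e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Other miRNA named in Figure 3 were miR-350-3p with a log2 fold change of 5.24, miR-376a-3p with 4.77 and miR-574-3p with 4.50 (adjusted p = 0.000720, 0.000366 and 0.00132 in the same edgeR test). For miR-350-3p AGO2 sample 2 set the value, with 524 normalised CPM against 53.1 in sample 1, and its log2 fold change was 2.80 without sample 2. The values of let-7a-1-3p and let-7c-2-3p were the same, 2.81, since their sequences are identical. The 5 miRNA with the largest fitted values are predicted ones with at most 1 count in each mouse sample. Only a lower bound can be given for them, which does not rank them among all miRNA. It was set as the mean RPM of both AGO2 libraries over the mouse limit of 0.340 RPM. This gave 134-fold for mmu-5_35028-3p, 130-fold for mmu-8_42741-5p, 117-fold for mmu-10_3216-5p, 113-fold for mmu-X_46740-5p and 106-fold for mmu-4_31863-5p. The lower AGO2 library alone gives smaller bounds, with 27.2 RPM for mmu-5_35028-3p, 27.9 for mmu-10_3216-5p, 18.2 for mmu-X_46740-5p and 23.8 for mmu-4_31863-5p. For mmu-8_42741-5p, AGO2 sample 1 had 0.256 RPM, below the mouse limit, so that its bound rests on sample 2. For mmu-8_42741-5p, AGO2 sample 2 had 446 counts and sample 1 had 1, and it was not called by DESeq2 with shrunken fold changes, an alternative chosen after seeing the data. The paper reasons that miRNA with the same normalised counts in both miRNomes are fully loaded in AGO2-RISC and takes higher or lower counts as enrichment or depletion.

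**Figure D2:**
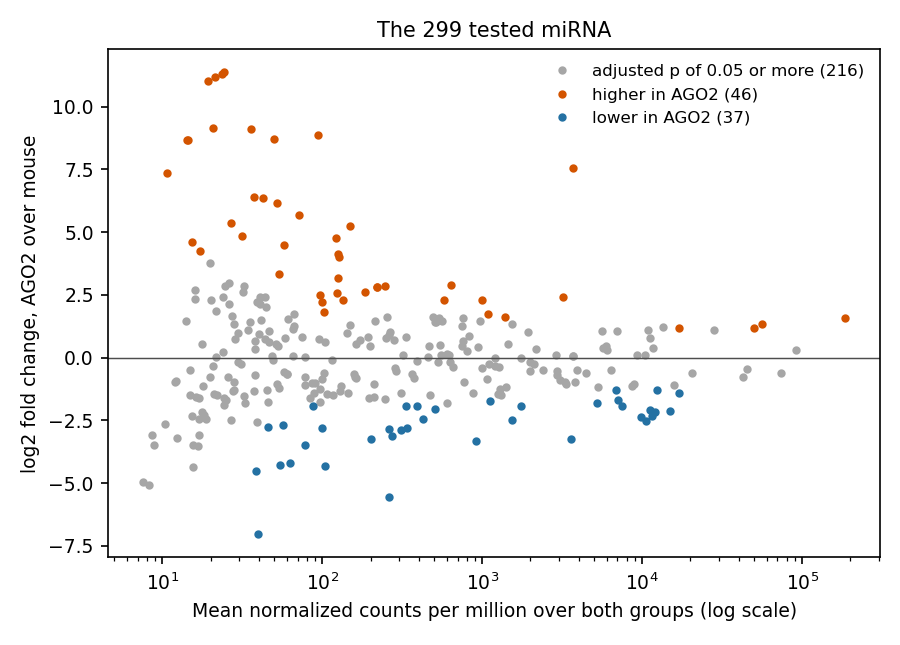
Log2 fold change of AGO2 over mouse libraries against the mean normalised CPM of both groups, on a log scale, for the 299 tested miRNA. Each point is 1 miRNA from 2 AGO2 and 2 mouse libraries, and the 46 called higher and 37 called lower lie among 216 others. For the 10 miRNA called higher that have at most 3 counts in each mouse library, the height of the point is a fitted value and not a bound.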

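Across the 299 tested miRNA, Spearman's rho was 0.960 between the 2 mouse libraries and 0.928 between the 2 AGO2 libraries. Between a mouse and an AGO2 library it lay from 0.728 to 0.813. These correlations are across miRNA and describe the libraries. The 6 let-7 miRNA shared by the top lists of both species took 2.13% ± 0.976 (SD, n = 2) of the AGO2 counts. The miR-200 family with miR-141-3p took 34.9% ± 2.18 of them.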

As observed by Burroughs *et al.* [18], our data suggests that each miRNA would not be loaded in an equivalent way in the AGO-RISC. In our study, miRNA enriched or depleted in AGO2-RISC were not the same as those seen in human THP-1 cells [18], showing that the enrichment and depletion processes are dependent on the biological context.

**Figure 3:**
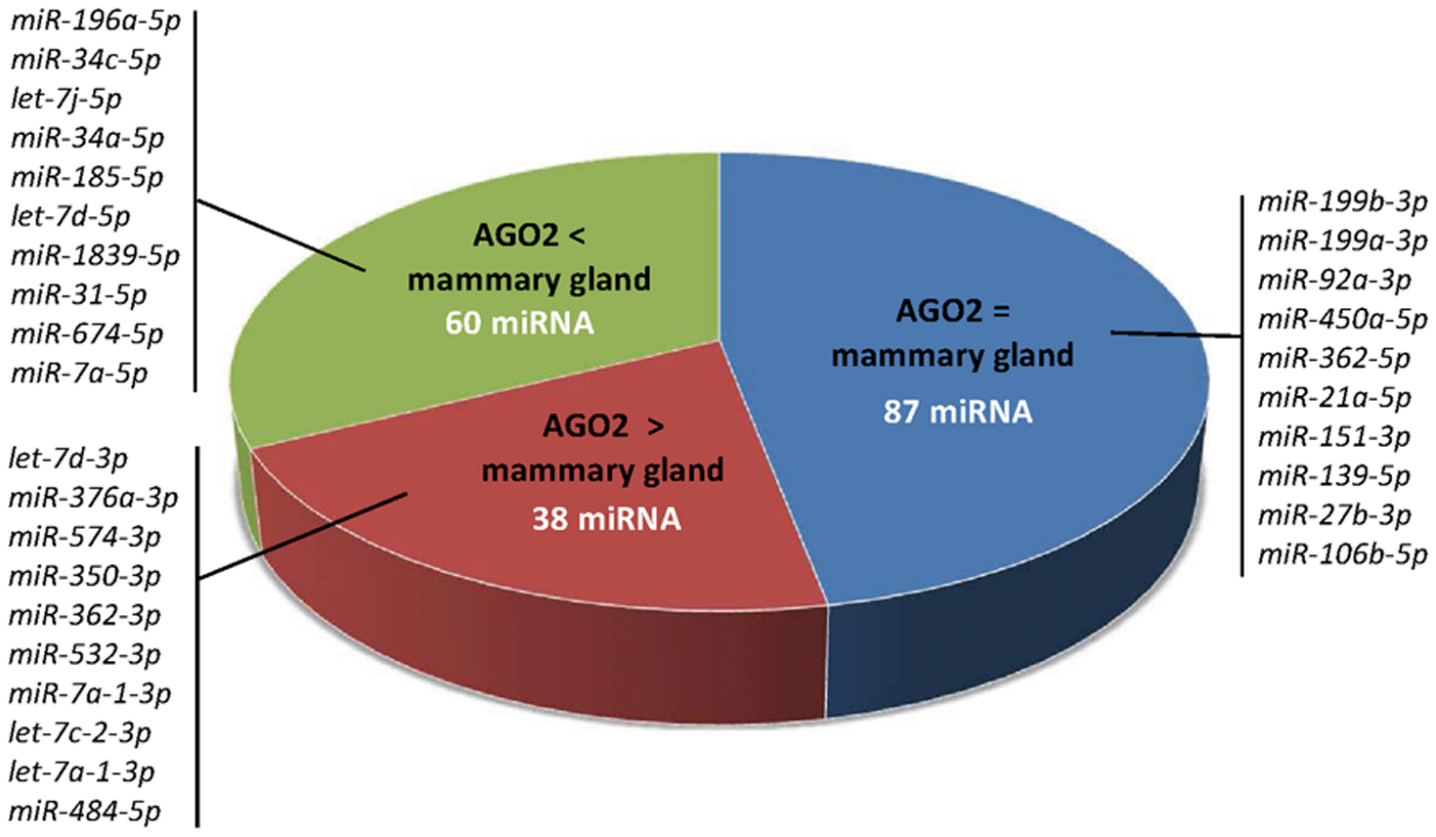
Characterisation of mouse AGO2-RISC loading. Proportion of miRNA expressed with an equivalent ( = ) or a different (> or <) abundance in AGO2-RISC and mammary gland miRNomes. A few representative examples are presented for each category and the complete data are listed in Table S5.

### Identification of putative novel microRNA

The NGS technology also constitutes a powerful tool to identify novel miRNA. Using the miRDeep2 package, 126 and 679 novel miRNA were predicted in the mouse and bovine miRNomes, respectively. However, after a cut-off point was applied at 100 RPM, only two and four predicted novel miRNA (Table 2, Figure 4) were retained in the mouse and bovine, respectively. They were expressed at low levels which could explain why they had not been described previously. Moreover, four predicted novel miRNA (after the cut-off at 100 RPM) were detected in the AGO2-miRNome. 

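The deposited list of predictions gives a miRDeep2 score, the log-odds that a precursor is genuine, for 823 mouse and 767 bovine precursors. The score was above 0 for 765 of the mouse and 727 of the bovine precursors, and at least 5 for 93 and 163. The median score was 1.4 in both lists. A median of 28 reads in mouse and 6 in bovine was mapped to a predicted precursor in these lists, which pool libraries.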

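In mouse, mmu-11_6623-3p had 539 ± 121 RPM (SD, n = 2) and mmu-3_28325-3p had 194 ± 6.90 RPM. The former has a precursor on chromosome 11 from 97797099 to 97797163 of GRCm38, outside the genes of GENCODE's annotation. This precursor carries a note of similarity to rRNA or tRNA in the list of predictions. The latter has its precursor on chromosome 3 from 130301422 to 130301486, in an intron of Col25a1. A further predicted miRNA, mmu-2_23876-5p, reached 135 RPM in sample 1 and 34.6 RPM in sample 2.
In bovine, bta-10_2736-3p had 782 ± 81.7 RPM (SD, n = 2) and bta-5_32567-5p had 749 ± 148 RPM. The other 2 were bta-16_10094-5p with 204 ± 5.04 RPM and bta-16_10667-5p with 162 ± 24.0 RPM. The precursor of bta-10_2736-3p lies on chromosome 10 from 21752340 to 21752414 of UMD3.1 and also carries the note on rRNA or tRNA. That of bta-5_32567-5p lies on chromosome 5 from 36898880 to 36898937. No annotation of the bovine genome was used here.

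**Figure D3:**
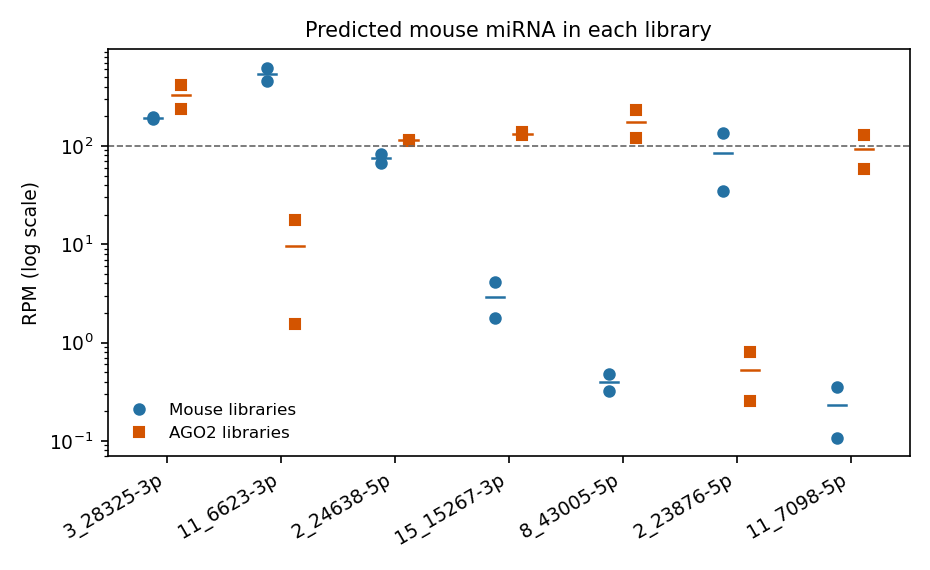
RPM, on a log scale, of predicted mouse miRNA in the 2 mouse libraries (circles) and the 2 AGO2 libraries (squares). Short lines are means of 2 libraries and the dashed line marks 100 RPM, which mmu-3_28325-3p passes in every library.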

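In at least 1 AGO2 sample, 5 predicted miRNA reached 100 RPM. Over both samples, mmu-3_28325-3p had 326 ± 127 RPM (SD, n = 2), mmu-8_43005-5p 176 ± 77.5, mmu-15_15267-3p 134 ± 7.19 and mmu-2_24638-5p 114 ± 3.16. The fifth, mmu-11_7098-5p, reached 128 RPM in sample 2 and 57.8 RPM in sample 1. Its sequence was found in 3 predicted precursors on chromosome 11 of GRCm38, the first from 6637879 to 6637981, in an intron of Wap, the gene of whey acidic protein.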

As mentioned by Burroughs *et al.* [18], the presence of mRNA and small RNA other than miRNA, in immunoprecipited samples, is important. For this reason, filters for different contaminants following the miRDeep2 analysis were added. 

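The precursor of mmu-8_43005-5p lies on the minus strand of chromosome 8 from 70891651 to 70891724 of GRCm38, in a coding exon of Slc5a5. The precursor of mmu-15_15267-3p lies on the plus strand of chromosome 15 from 83149735 to 83149795, in Rnu12, an snRNA gene. In the mouse libraries, mmu-8_43005-5p had 3 and 4 counts and mmu-15_15267-3p had 38 and 15 counts. Both were higher in AGO2, with log2 fold changes of 8.89 and 5.66 (adjusted p = 2.09e-06 and 0.000213 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).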

Two of the four novel miRNA initially predicted from AGO2 samples corresponded to an mRNA and an snRNA. The other two predicted novel miRNA were present in the mouse miRNome, but only one was retained because the other was expressed below 100 RPM.

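In the mouse libraries, mmu-3_28325-3p had 1761 and 1671 counts. Its log2 fold change of AGO2 over mouse was 0.88 with a standard error of 0.63 (adjusted p = 0.284 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For mmu-2_24638-5p, 82.9 and 67.4 RPM were counted in mouse samples 1 and 2, below the limit of 100 RPM in both. Its log2 fold change was 0.76 with a standard error of 0.65 (adjusted p = 0.362 in the same edgeR test). Neither miRNA was called, while both AGO2 samples lay above both mouse samples for each.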

**Figure 4:**
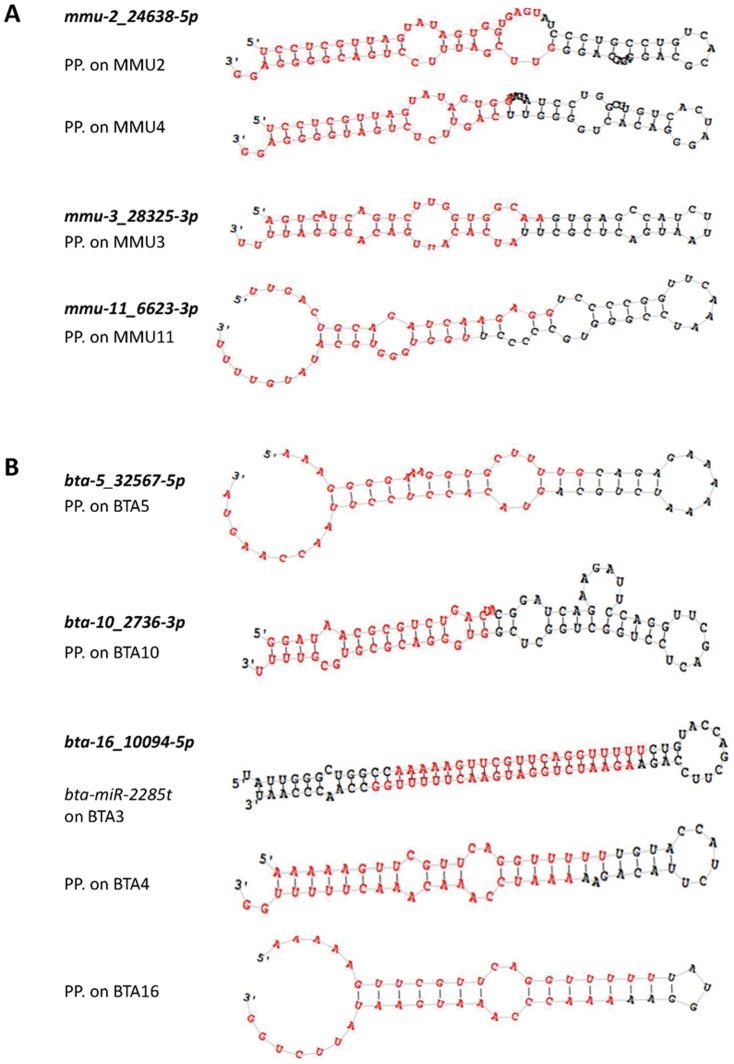
Predicted precursor structures of mouse (A) and bovine (B) predicted novel miRNA. Secondary structures of predicted precursor (PP) hairpins corresponding to seven predicted novel miRNA identified in this study using miRDeep2 software. The predicted miRNA mature sequences -5p and -3p are highlighted in red. Several putative precursors were located for three of them.

**Table 2:** Predicted novel mouse and bovine miRNA.

miRNome	Name	Sequence with predicted seed	Read counts	miRDeep2 score	Example miRBase miRNA with the same seed
Mouse	*mmu-3_28325-3p*	A**UCACAUU**GACAGGGAUUUU	1,165	3.5	*mmu-miR-23a-3p*
	*mmu-11_6623-3p*	U**GGUGGGU**GCAUAUGUUUU	3,204	5.1	*aly-miR294a-3p*
Bovine	*bta-5_32567-5p*	A**AAGGGGA**AAGGUGCUUUUG	7,442	3.5	*cin-miR-4005b-3p*
	*bta-10_2736-3p*	G**UGGGACG**CGUGCGUUUU	7,790	1.2	*gga-miR-1670*
	*bta-16_10094-5p*	A**AAAAGUU**CGUUCAGGUUUUU	2,047	4.2	*bta-miR-2284j*
	*bta-16_10667-5p*	C**AUUGGUG**GUUCAGUGGU	1,628	4.8	*zma-miR171c-5p*
AGO2	*mmu-2_24638-5p*	U**CCUCGUU**AGUAUAGUGGUGAGU	727	1.1	*nve-miR-2033-3p*
	*mmu-3_28325-3p*	A**UCACAUU**GACAGGGAUUUU	2,054	3.5	*mmu-miR-23a-3p*

In bold type: seed.

If we considered the predicted novel miRNA present in at least one miRNome after application of the cut-off point at 100 RPM, we were able to detect three and four different predicted novel miRNA in the mouse and bovine, respectively. Moreover, three of them (*mmu-2_24638-5p*, *bta-16_10094-5p*, *bta-16_10667-5p*) were localised in several genomic positions, thus corresponding to several potential new precursors (Figure 4).

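The mature sequences of the 3 mouse miRNA were AUCACAUUGACAGGGAUUUU for mmu-3_28325-3p, UGGUGGGUGCAUAUGUUUU for mmu-11_6623-3p and UCCUCGUUAGUAUAGUGGUGAGU for mmu-2_24638-5p. In bovine they were GUGGGACGCGUGCGUUUU for bta-10_2736-3p, AAAGGGGAAAGGUGCUUUUG for bta-5_32567-5p, AAAAAGUUCGUUCAGGUUUUU for bta-16_10094-5p and CAUUGGUGGUUCAGUGGU for bta-16_10667-5p. Their scores ranged from 1.1 for mmu-2_24638-5p to 5.1 for mmu-11_6623-3p. A score of at least 5 was reached by none of the 4 bovine miRNA. With the limit of 100 RPM in at least 1 sample, mmu-2_23876-5p in the mouse libraries and mmu-11_7098-5p in the AGO2 libraries would be added to those of mouse. In AGO2, mmu-11_6623-3p fell to 9.69 ± 11.5 RPM (SD, n = 2), with 6 and 90 counts. Its log2 fold change was -5.58 (adjusted p = 0.000380 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).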

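In the list of predictions, the mature sequence of bta-16_10667-5p lies in 3 precursors of UMD3.1. They are on chromosome 16 from 18781194 to 18781267, on chromosome 5 from 100671332 to 100671382 and on chromosome 10 from 80169590 to 80169630. The sequence of bta-16_10094-5p lies in 2, on chromosome 16 from 29150096 to 29150144 and on chromosome 4 from 15117268 to 15117326. For mmu-2_24638-5p the list holds 1 precursor, on chromosome 2 from 114103368 to 114103440 of GRCm38. It lies outside the genes of GENCODE's annotation on its own strand and opposite to Aqr. This position does not exclude an origin from transfer RNA, which is taken up among the other observations. The counts of a sequence with several precursors cannot be divided between them.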

The evolution of novel miRNA families is intimately linked to that of novel cell types associated with highly specialised biological functions [61]. They may provide an important substrate for the emergence of new regulatory activities, with a higher degree of tissue specificity and lower level of expression [62]. Because the mammary gland is an evolutionarily a recent organ, and lactation is one of the most remarkable products of evolution, the predicted novel miRNA described in this study could correspond to tissue-specific miRNA of importance to the functioning of this organ.

Among the seven novel miRNA predicted in this study, five contained a seed that already exists in known miRNA. 

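The seed of mmu-3_28325-3p, UCACAU, was found in 2 of the known mouse miRNA of the list, miR-23a-3p and miR-23b-3p. The seed of bta-16_10094-5p, AAAAGU, was found in 8 known bovine miRNA, among them miR-2284j-5p. For the other 5 predicted miRNA of Table 2, no known miRNA listed for the same species had the same nucleotides 2 to 7. The seeds of miRNA of other species were not searched beyond those listed.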

Two novel miRNA displayed significant homology to those known in the species (*mmu-3_28325-3p* to *mmu-miR-23a-3p* and *bta-16_10094-5p* to *bta-miR-2284j*). miRNA *mmu-3_28325-3p* was also present in the AGO2-miRNome, which is a further argument to support the idea that this miRNA is not a false positive miRNA. Moreover, *miR-23a* has been described as being involved in the processes of EMT [63] or apoptosis [64]. 

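The precursor of mmu-3_28325-3p had a score of 3.5 and 6557 reads in the list of predictions. Its mature sequence was counted in all 4 libraries, with 1625 and 1192 reads in the AGO2 samples. The lowest RPM among the 4 libraries was 189, in mouse sample 1. The paper takes its presence among the miRNA bound to AGO2 as an argument that it is not a false positive.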

As these processes are important in the mammary gland biology, the role of *mmu-3_28325-3p*, it would be interesting to investigate this feature further. Furthermore, the miRDeep2 data results specified that miRNA *bta-16_10094-5p* miRNA is perfectly aligned to the 5′ position of the known precursor *bta-miR-2285t* (miRBase reference MI0022348; data not shown), for which only the mature 3p is currently described. 

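In the deposited counts, the precursor given for bta-16_10094-5p is the known precursor bta-mir-2285t. It had 1889 counts in bovine sample 1 and 2208 in sample 2, and a score of 4.2 in the list of predictions.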

Thereby, this predicted novel bovine miRNA appears to be a member of the *bta-miR-2284/2285* bovine-specific family, which has more than 40 members spanning the entire bovine genome [65], [66].

### miRNA target gene predictions and KEGG pathway analysis

To investigate the functional role of the 24 common miRNA highly expressed in bovine and mouse mammary glands during lactation, target gene predictions were performed based on miRNA/mRNA interactions using Diana-microT v3.0. The predicted target genes were classified according to KEGG function annotations which allowed the identification of 83 biological processes with a p-value<0.05 (Figure 5 and Table S6). The most enriched signalling pathways were found to be the PI3K-Akt, MAPK, insulin, Wnt and calcium pathways. Focal adhesion, axon guidance and ubiquitin mediated proteolysis were identified as being some of the most targeted functions by these 24 miRNA (Figure 5). Genes involved in cellular structure (gap junction, focal adhesion and adherens junction) also seemed to be preferentially targeted by these miRNA.

**Figure 5:**
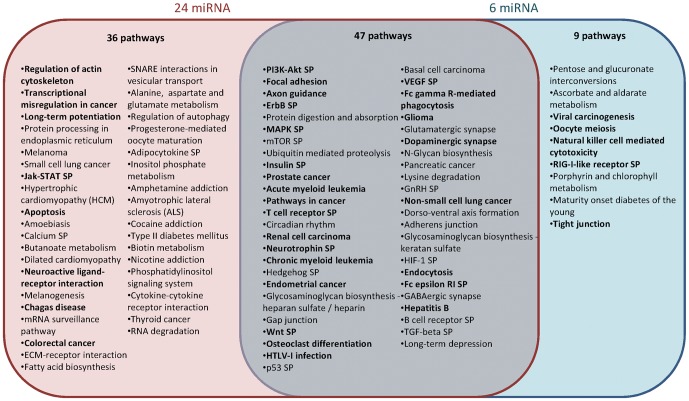
Pathways targeted by the miRNA highly expressed in mouse and bovine mammary glands. KEGG function annotations, ordered by ascending p-values (<0.05, Table S6), for the 24 miRNA in the top 30 common to mouse and bovine and the six miRNA highly expressed in lactating but not non-lactating mammary glands. Biological processes targeted by 23 or 24/24 miRNA and 6/6 miRNA are indicated in bold type. SP, signaling pathway.

As for the miRNA highly expressed during lactation but not during non-lactating stages, the same types of analysis were performed on the six miRNA identified (*miR-126-5p*, *miR-16-5p*, *miR-141-3p*, *miR-200a-3p*, *miR-200b-3p*, *miR-200c-3p*). KEGG annotation identified 56 biological processes with a p-value<0.05, including 47 pathways common to the previous analysis. Some pathways, involved in important functions in the mammary gland (protein processing in the endoplasmic reticulum, the Jak-STAT signalling pathway, apoptosis, the calcium signaling pathway, ECM-receptor interaction or cytokine-cytokine receptor interaction) were predicted as targeted by the 24 miRNA, but they were not detected using the six miRNA found to be highly expressed during lactation but not during non-lactation stages. Moreover, five pathways significantly targeted by these six miRNA only were identified and included the tight junction pathway involved in cellular structure. Some genes in this pathway important to mammary gland biology, such as *Pten*, *Ocln* and *Gnai*, were identified as being targeted by more than one of the six miRNA.

Highly expressed miRNA seemed to be involved in pathways important to mammary gland biology, and better characterisation of their expression profiles in terms of physiological status will enable a refinement of their function.

Regarding the seven predicted novel miRNA, their gene targets and functions were also predicted. In all cases, some important pathways (Table S7) in mammary gland function, such as the Wnt signalling pathway or apoptosis, were identified. Several genes involved in “mammary gland development” or “lactation” (*Chuk*, *Ccnd1*, *Met*, *Prlr*, *Stat5b*, *Elf5*, *Tgfbr2*) were targeted by *mmu-3_28325-3p*. Moreover, other genes involved in “mammary gland morphogenesis” (*Notch1*, *Sox9*, *Areg*, *Btrc*, *Esr1*, *Igf1*, *Igf1r*, *Nr3c1*, *Pax6*, *Trp63*) or “mammary gland epithelial cell proliferation” (*Sox9*, *Areg*, *Btrc*, *Col8a1*, *Esr1*) were targeted by *bta-16_10094-5p*. These results suggest that the predicted novel miRNA *mmu-3_28325-3* and *bta-16_10094-5p* are likely to play a key role in the biology of the mammary gland.

## Conclusion

This study constitutes the first report of multispecies (mouse and bovine) mammary miRNomes in the context of lactation and the identification of some species-specific miRNA involved in this fundamental biological function. The miRNomes were completed by characterisation of an exhaustive list of miRNA present in mouse AGO2-RISC. The miRNomes generated will be used as a reference for further studies during which the impact of breeding on these miRNomes will be evaluated. The data obtained here are also important and essential to the next stage of this research, which will focus on the functional characterization of miRNA in the mammary gland during lactation.

## Supporting Information

Figure S1 **Flow charts of data processing steps.** Flow charts for (**A**) the creation of a new miRNA reference dataset, (**B**) the quantification of all sample and (**C**) the filtering and cleaning of raw outputs. For each step (in dotted borders) the input, work flow and output are shown. Files are presented in rectangular boxes; processes are presented in rounded boxes. MirDeep2 internal processes and output files are in orange. Original reference files are in blue, while new files produced by our process (in black) are in green. The file formats are: .fa, fasta; .arf, arf mapping format; .mrd, miRDeep2 text output; .csv, csv spread-sheet.
(TIF) Click here for additional data file.

Figure S2 **Expression of 3 miRNA of the top 30 most highly expressed miRNA in epithelial and non-epithelial tissues confirming NGS data.** Relative expression of *miR-200a-3p* (TaqMan® ID 000502, Applied Biosystems), *miR-26a-5p* (TaqMan® ID 000405) and *let-7c-5p* (TaqMan® ID 000379) were determined by RT-qPCR, on Mastercycler RealPlex 4 (Eppendorf®), in epithelial (mammary gland at lactation day-12 (MG) and kidney (K)) and non-epithelial (brain (B) and liver (L)) mouse tissue samples. miRNA expression were normalized to U6 expression (TaqMan ® ID 001973). Values are means ± S.E. (n = 3 technical repetitions on 3 different individuals).
(TIF) Click here for additional data file.

Figure S3 **AGO2 enrichment after immunoprecipitation (IP).** Anti-Ago2 Western-blot on an 10% Bis-acrylamide Tris gel (EIF2C2 monoclonal antibody (M01), clone 2E12-1C9, Cat. No. H00027161-M01, Abnova). Endogenous mouse AGO2 protein weight: 97 kDa. 1, 2 and 3: mammary gland lysates of 3 samples (input fractions, 50 µg per lane); 4 and 5: IP fractions of 2 samples (<5 µg per lane).
(TIF) Click here for additional data file.

Table S1 **Barcode sequences attached to the 5′-end of the cDNA used for the libraries preparation and sequencing.**
(DOCX) Click here for additional data file.

Table S2 **Quantification (normalized sequencing reads) of known miRNA in the species (A) or in other species (B) and predicted novel miRNA (C) in mouse, AGO2 and bovine miRNomes of lactating mammary gland.**
(DOCX) Click here for additional data file.

Table S3 **miRNA sharing identical seeds reaching cumulative 1,000 RPM threshold in lactating mouse and bovine mammary miRNomes.**
(DOCX) Click here for additional data file.

Table S4 **Tissues expression of the 24 common miRNA of the top 30 most expressed miRNA in bovine and mouse mammary glands.** All the data considered for this comparison have been obtained by NGS technology on organs. **References** : Brain [67]; Endometrium [68]; Lung [69]; Muscle [70]; Liver [71]; Kidney [72]; Bladder [73]; Stomach [74]; Heart [75].
(DOCX) Click here for additional data file.

Table S5 **AGO2-RISC loading (p-value<0.05) of the 185 miRNA expressed in the mouse miRNome and AGO2-miRNome**: (**A**) miRNA showing statistical equivalent abundances into both miRNomes, (**B**) miRNA significantly enriched in AGO2-RISC and (**C**) miRNA significantly less loaded in AGO2-RISC.
(DOCX) Click here for additional data file.

Table S6 **Pathways targeted by miRNA highly expressed in mouse and bovine mammary gland.**
(DOCX) Click here for additional data file.

Table S7 **Major pathways targeted by the predicted novel miRNA highly expressed in mouse and bovine mammary gland.**
(DOCX) Click here for additional data file.

# Supplementary material for: Characterisation and Comparison of Lactating Mouse and Bovine Mammary Gland miRNomes
**Source:** PLoS One. 2014 Mar 21;9(3):e91938. doi: 10.1371/journal.pone.0091938
**Supplement:** Table S1 — Barcode sequences attached to the 5′-end of the cDNA used for the libraries preparation and sequencing.

**Table S1. Barcode sequences attached to the 5’-end of the cDNA used for the libraries preparation and sequencing.**

| **Sample** | **Barcode sequence** |
| --- | --- |
| Mouse mammary sample 1 | ACAGTG |
| Mouse mammary sample 2 | GCCAAT |
| Mouse mammary AGO2 co-immunoprecipitation sample 1 | CAGATC |
| Mouse mammary AGO2 co-immunoprecipitation sample 2 | ACTTGA |
| Bovine mammary sample 1 | CGATGT |
| Bovine mammary sample 2 | TGACCA |

# Supplementary material for: Characterisation and Comparison of Lactating Mouse and Bovine Mammary Gland miRNomes
**Source:** PLoS One. 2014 Mar 21;9(3):e91938. doi: 10.1371/journal.pone.0091938
**Supplement:** Table S2 — Quantification (normalized sequencing reads) of known miRNA in the species (A) or in other species (B) and predicted novel miRNA (C) in mouse, AGO2 and bovine miRNomes of lactating mammary gland.

**Supplementary table S2. Quantification (normalized sequencing reads) of known miRNA in the species (A) or in other species (B) and predicted novel miRNA (C) in mouse, AGO2 and bovine miRNomes of lactating mammary gland.**

**A.**

In bold: common miRNA to both species with expression above 100 RPM.

**^m^**, **^b^**: miRNA with mouse or bovine-specific expression above 100 RPM, respectively, not described in the other species.

**B.**

In bold: common miRNA to both species with expression above 100 RPM.

**C.**

# Supplementary material for: Characterisation and Comparison of Lactating Mouse and Bovine Mammary Gland miRNomes
**Source:** PLoS One. 2014 Mar 21;9(3):e91938. doi: 10.1371/journal.pone.0091938
**Supplement:** Table S3 — miRNA sharing identical seeds reaching cumulative 1,000 RPM threshold in lactating mouse and bovine mammary miRNomes.

**Table S3. miRNA sharing identical seeds reaching cumulative 1,000 RPM threshold in lactating mouse and bovine mammary miRNomes**.

# Supplementary material for: Characterisation and Comparison of Lactating Mouse and Bovine Mammary Gland miRNomes
**Source:** PLoS One. 2014 Mar 21;9(3):e91938. doi: 10.1371/journal.pone.0091938
**Supplement:** Table S4 — Tissues expression of the 24 common miRNA of the top 30 most expressed miRNA in bovine and mouse mammary glands. All the data considered for this comparison have been obtained by NGS technology on organs. References : Brain [67]; Endometrium [68]; Lung [69]; Muscle [70]; Liver [71]; Kidney [72]; Bladder [73]; Stomach [74]; Heart [75].

**Table S4. Tissues expression of the 24 common miRNA of the top 30 most expressed miRNA in bovine and mouse mammary glands.** All the data considered for this comparison have been obtained by NGS technology on organs.

| **miRNA** | **Epithelial** | **Non-epithelial** |
| --- | --- | --- |
| ***let-7a-5p*** | Endometrium | Brain, Muscle, Liver, Heart |
| ***let-7b-5p*** | Endometrium, Stomach | Brain, Liver, Heart |
| ***let-7c-5p**** | Endometrium, Lung | Brain, Muscle, Liver |
| ***let-7f-5p*** | Endometrium, Bladder | Brain, Muscle, Liver, Heart |
| ***let-7g-5p*** | Endometrium, Lung, Bladder | Brain, Muscle, Liver, Heart |
| ***let-7i-5p*** | Endometrium, Lung | Brain, Muscle |
| *miR-16-5p* | Endometrium |  |
| ***miR-21-5p*** | Endometrium, Lung, Stomach | Muscle, Liver |
| *miR-22-3p* |  |  |
| *miR-23a-3p* | Lung, Endometrium | Heart |
| ***miR-24-3p*** | Bladder, Stomach | Muscle, Heart |
| ***miR-26a-5p**** | Endometrium, Kidney, Stomach | Brain, Muscle, Liver, Heart |
| ***miR-27b-3p*** | Endometrium, Lung | Muscle, Liver |
| ***miR-29a-3p*** | Endometrium, Lung, Stomach | Brain, Liver, Heart |
| ***miR-30a-5p*** | Lung, Bladder | Muscle, Liver, Heart |
| ***miR-103-3p*** | Endometrium, Bladder | Brain, Muscle, Liver, Heart |
| *miR-126-3p* | Lung, Kidney | Heart |
| *miR-126-5p* | Kidney |  |
| *miR-141-3p* |  |  |
| ***miR-143-3p*** | Endometrium, Lung, Bladder | Brain, Muscle, Liver, Heart |
| ***miR-148a-3p*** | Endometrium, Lung, Stomach | Muscle, Liver |
| *miR-200a-3p** | Stomach |  |
| *miR-200b-3p* | Kidney, Stomach |  |
| *miR-200c-3p* | Kidney |  |

**Bold**: miRNA present in the top 30 of epithelial and non-epithelial tissues

***** miRNA expression in epithelial and non-epithelial tissues validated by RT-qPCR (figure S2).

**References** : Brain [67] ; Endometrium [68]; Lung [69]; Muscle [70] ; Liver [71]; Kidney [72] ; Bladder [73]; Stomach [74]; Heart [75].

# Supplementary material for: Characterisation and Comparison of Lactating Mouse and Bovine Mammary Gland miRNomes
**Source:** PLoS One. 2014 Mar 21;9(3):e91938. doi: 10.1371/journal.pone.0091938
**Supplement:** Table S5 — AGO2-RISC loading (p-value<0.05) of the 185 miRNA expressed in the mouse miRNome and AGO2-miRNome: (A) miRNA showing statistical equivalent abundances into both miRNomes, (B) miRNA significantly enriched in AGO2-RISC and (C) miRNA significantly less loaded in AGO2-RISC.

**Table S5**. **AGO2-RISC loading (p-value < 0.05) of the 185 miRNA expressed in the mouse miRNome and AGO2-miRNome**: (**A**) miRNA showing statistical equivalent abundances into both miRNomes, (**B**) miRNA significantly enriched in AGO2-RISC and (**C**) miRNA significantly less loaded in AGO2-RISC.

**A.**

^#^: Expression under 100 RPM.

NA: Counts between the two samples too far from the negative binomial distribution to allow the statistical test.

**B.**

| **miRNA** | **Mouse** | **AGO2** | **Log2 Fold Change** | **Adjusted p-value** |
| --- | --- | --- | --- | --- |
| *mmu-15_15267* | 17 ^#^ | 853 | -5.25 | 5.14E-21 |
| *mmu-2_24638* | 448 ^#^ | 727 | -0.69 | 2.00E-02 |
| *mmu-8_43005* | 2 ^#^ | 1,142 | -7.72 | 6.89E-26 |
| *mmu-let-7a-1-3p* | 349 ^#^ | 2,336 | -2.62 | 1.29E-07 |
| *mmu-let-7c-2-3p* | 349 ^#^ | 2,336 | -2.62 | 1.29E-07 |
| *mmu-let-7d-3p* | 247 | 44,619 | -7.24 | 3.05E-72 |
| *mmu-miR-126a-5p* | 65,906 | 142,400 | -1.06 | 4.54E-02 |
| *mmu-miR-136-3p* | 331 ^#^ | 1,940 | -2.15 | 1.81E-02 |
| *mmu-miR-144-3p* | 6,400 | 32,439 | -2.31 | 3.62E-19 |
| *mmu-miR-150-5p* | 1,530 | 4,514 | -1.55 | 2.47E-11 |
| *mmu-miR-181a-1-3p* | 3,276 | 8,612 | -1.35 | 2.08E-03 |
| *mmu-miR-186-5p* | 5,461 | 13,231 | -1.24 | 1.26E-03 |
| *mmu-miR-199a-5p* | 1,707 | 4,839 | -1.42 | 1.11E-02 |
| *mmu-miR-199b-5p* | 783 | 2,310 | -1.43 | 3.74E-02 |
| *mmu-miR-200a-3p* | 587,081 | 1,671,001 | -1.45 | 1.84E-03 |
| *mmu-miR-29a-3p* | 191,066 | 418,945 | -1.08 | 3.86E-02 |
| *mmu-miR-29c-3p* | 4,269 | 12,637 | -1.48 | 1.02E-02 |
| *mmu-miR-30b-5p* | 2,130 | 10,076 | -2.08 | 1.13E-03 |
| *mmu-miR-30c-5p* | 3,148 | 10,196 | -1.55 | 2.94E-02 |
| *mmu-miR-30d-5p* | 28,518 | 56,539 | -0.98 | 1.37E-06 |
| *mmu-miR-32-5p* | 291 ^#^ | 1,359 | -1.97 | 1.27E-02 |
| *mmu-miR-33-5p* | 380 ^#^ | 2,625 | -2.53 | 3.60E-04 |
| *mmu-miR-339-5p* | 185 ^#^ | 992 | -2.34 | 5.52E-08 |
| *mmu-miR-345-5p* | 284 ^#^ | 963 | -1.64 | 9.07E-03 |
| *mmu-miR-350-3p* | 49 ^#^ | 1,760 | -3.62 | 1.07E-03 |
| *mmu-miR-351-5p* | 540 ^#^ | 1,273 | -1.18 | 1.89E-02 |
| *mmu-miR-362-3p* | 94 ^#^ | 1,443 | -3.61 | 3.78E-08 |
| *mmu-miR-376a-3p* | 55 ^#^ | 1,423 | -4.08 | 2.99E-07 |
| *mmu-miR-378a-5p* | 2,389 | 6,939 | -1.42 | 3.34E-02 |
| *mmu-miR-455-3p* | 220 ^#^ | 986 | -2.02 | 1.13E-03 |
| *mmu-miR-484-5p* | 946 | 6,884 | -2.58 | 3.95E-04 |
| *mmu-miR-500-3p* | 1,900 | 4,962 | -1.30 | 2.75E-02 |
| *mmu-miR-532-3p* | 86 ^#^ | 1,438 | -3.41 | 1.26E-04 |
| *mmu-miR-574-3p* | 30 ^#^ | 671 | -3.84 | 3.11E-06 |
| *mmu-miR-582-5p* | 225 ^#^ | 1,281 | -2.17 | 1.18E-02 |
| *mmu-miR-7a-1-3p* | 157 ^#^ | 1,373 | -2.87 | 1.59E-05 |
| *mmu-miR-99a-5p* | 22,940 | 45,648 | -0.98 | 2.10E-04 |
| *mmu-miR-99b-5p* | 1,217 | 5,784 | -2.05 | 3.68E-03 |

^#^: Expression under 100 RPM.

**C.**

^#^: Expression under 100 RPM.

# Supplementary material for: Characterisation and Comparison of Lactating Mouse and Bovine Mammary Gland miRNomes
**Source:** PLoS One. 2014 Mar 21;9(3):e91938. doi: 10.1371/journal.pone.0091938
**Supplement:** Table S6 — Pathways targeted by miRNA highly expressed in mouse and bovine mammary gland.

**Table S6. Pathways targeted by miRNA highly expressed** **in mouse and bovine mammary gland.**

# Supplementary material for: Characterisation and Comparison of Lactating Mouse and Bovine Mammary Gland miRNomes
**Source:** PLoS One. 2014 Mar 21;9(3):e91938. doi: 10.1371/journal.pone.0091938
**Supplement:** Table S7 — Major pathways targeted by the predicted novel miRNA highly expressed in mouse and bovine mammary gland.

**Table S7.** **Major pathways targeted by the predicted novel miRNA highly expressed in mouse and bovine mammary gland**

| **Mouse KEGG Pathway** | **p-value** | **Bovine KEGG Pathway** | **p-value** |
| --- | --- | --- | --- |
| Apoptosis | 8.6E-5 | Axon guidance | 2.2E-1 |
| BTB/POZ | 3.9E-4 | Cell fate specification | 6.2E-4 |
| Calmodulin-binding | 1.0E-3 | Cell-cell signaling | 3.1E-3 |
| Cell migration | 1.2E-1 | Cellular component morphogenesis | 1.1E-1 |
| Chromatin modification | 3.7E-1 | Cellular protein catabolic process | 1.7E-2 |
| Cytoskeletal protein binding | 8.0E-2 | Chromatin modification | 9.4E-5 |
| DNA-binding | 6.5E-10 | Embryonic appendage morphogenesis | 4.3E-3 |
| Embryonic morphogenesis | 6.6E-6 | **Epithelium development** | 9.2E-6 |
| Endocytosis | 6.1E-2 | Forebrain neuron differentiation | 8.6E-4 |
| ErbB signaling pathway | 1.2E-3 | Gtpase regulator activity | 6.5E-2 |
| Focal adhesion | 9.6E-4 | **Mammary gland epithelial cell proliferation** | 3.3E-2 |
| Gene silencing | 8.0E-3 | **Mammary gland morphogenesis** | 9.1E-2 |
| Hemopoietic or lymphoid organ development | 2.1E-5 | Metal ion binding | 2.7E-3 |
| Homeostasis of number of cells | 2.4E-2 | Methylation | 4.1E-3 |
| Insulin signaling pathway | 4.1E-1 | Negative regulation of cellular protein metabolic process | 3.0E-2 |
| Intracellular transport | 1.9E-3 | Negative regulation of transcription | 4.1E-13 |
| Kinase regulator activity | 9.3E-3 | Neuron differentiation | 2.8E-4 |
| **Lactation** | 1.5E-2 | Nucleotide binding | 1.6E-4 |
| Lipid binding | 5.7E-1 | Phosphate metabolic process | 3.7E-2 |
| **Mammary gland development** | 5.0E-2 | Positive regulation of cell differentiation | 1.8E-3 |
| MAPKKK cascade | 2.0E-4 | Positive regulation of gene expression | 2.4E-11 |
| Mesenchymal cell differentiation | 6.4E-2 | Positive regulation of signal transduction | 1.1E-2 |
| Metal ion binding | 1.8E-2 | Posttranscriptional regulation of gene expression | 2.3E-2 |
| mRNA transport | 1.1E-1 | Protein dimerization activity | 2.7E-3 |
| mTOR signaling pathway | 4.9E-1 | Protein domain specific binding | 5.3E-7 |
| Myosin | 4.1E-1 | Protein kinase binding | 3.2E-2 |
| Negative regulation of gene expression | 1.4E-6 | Protein serine/threonine kinase activity | 4.5E-3 |
| Nucleotide binding | 7.9E-3 | Regionalization | 2.3E-2 |
| Pattern specification process | 2.0E-4 | Regulation of apoptosis | 4.5E-3 |
| Phosphate metabolic process | 1.6E-8 | Regulation of cell development | 7.1E-4 |
| Phosphorylation | 7.4E-9 | Regulation of cytokine biosynthetic process | 5.7E-2 |
| Positive regulation of gene expression | 1.7E-9 | **Regulation of epithelial cell differentiation** | 5.1E-3 |
| Post-transcriptional regulation of gene expression | 8.8E-2 | **Regulation of epithelial cell proliferation** | 1.5E-1 |
| Protein catabolic process | 1.1E-3 | Regulation of neurological system process | 1.2E-2 |
| Protein dimerization activity | 3.0E-4 | Regulation of RNA metabolic process | 2.4E-15 |
| Protein domain specific binding | 1.6E-5 | Regulation of transcription | 5.5E-23 |
| Regulation of cell development | 3.7E-1 | Reproductive developmental process | 4.2E-4 |
| Regulation of RNA metabolic process | 9.7E-8 | Rhythmic process | 1.5E-2 |
| Sensory organ development | 1.4E-2 | RNA binding | 2.2E-3 |
| Sequence-specific DNA binding | 6.2E-5 | Small GTPase mediated signal transduction | 2.0E-3 |
| Transcription regulation | 2.6E-10 | Stem cell development | 3.8E-2 |
| Transforming growth factor beta receptor activity | 7.4E-2 | Stem cell maintenance | 3.3E-2 |
| Tube development | 1.4E-3 | Steroid hormone receptor activity | 2.4E-2 |
| Ubiquitin mediated proteolysis | 2.8E-3 | Transcription factor binding | 7.8E-4 |
| Vasculature development | 2.0E-3 | Ubiquitin mediated proteolysis | 3.1E-4 |
| Wnt signaling pathway | 5.6E-3 | Wnt signaling pathway | 7.4E-3 |

How the deposited data were processed for this re-analysis (not part of the article)

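Small RNA libraries of 3 kinds were analysed, 2 from mouse mammary glands, 2 from pools of bovine mammary glands and 2 from mouse small RNA precipitated with AGO2, with 2 libraries per group. The authors made the counts by removing poly-A stretches, keeping reads of 17 to 28 nt and mapping them with the quantifier of miRDeep2 to precursors of miRBase 20 and to precursors predicted with a score above 0, and by removing redundant lines. The deposited values are raw counts per mature miRNA. A second deposited column holds normalised counts, which in 100% of the lines were the count times 1 constant per library, and it was not used. The score in the deposited lists of predictions was made by the authors with miRDeep2 and is the log-odds of a genuine precursor. The positions in the lists refer to GRCm38 for mouse and UMD3.1 for bovine. Mouse positions were set against the GENCODE annotation of GRCm38, and no bovine annotation was used. Library numbers 1 and 2 follow Table 1, linked to the deposited labels by the index of each library.

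RPM were computed over the sum of the counts of each library. The sums and the limits that a count of 0 allows are given where each kind of library is introduced. The limit was set at 3 counts. A miRNA was taken to reach the limit at 100 RPM in at least 1 library of its group, with classes from 1000 and 10000 RPM. Seeds were nucleotides 2 to 7. Mouse and bovine miRNA were matched by the lines of Table S2. Means of 2 libraries are given with the SD.

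Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM normalisation, the quasi-likelihood F test and the adjustment of Benjamini and Hochberg, at an adjusted p under 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of F. For AGO2 against mouse, miRNA with a count above 175 in at least 1 of the 4 libraries were tested. For bovine against mouse, matched miRNA with at least 100 RPM in at least 1 library were tested. No replicate block was used, since the paper's methods name none. The set of named miRNA holds every miRNA that the paper names in its text, Table 2, Figure 2 and Figure 3. It also holds the 5 higher and 5 lower miRNA with the largest log2 fold change at an adjusted p under 0.05. These were taken from miRNA whose 2 AGO2 libraries lie on the same side of both mouse libraries. Some miRNA of the set are not given singly in the text. The rank correlation of mouse and bovine was tested with 100000 permutations and its interval drawn from 2000 bootstrap samples. Rank correlations with GC content were tested with 10000 permutations. Python 3.11.15 was used with pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.

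The edgeR procedure was tested on simulated counts with 200 changed miRNA. A first version drew all counts with 1 common spread and a log2 change of 2. It recovered 2 of the 34 changed miRNA that passed the filter in the AGO2 design, with 0 false calls among 257, and 104 of 121 in the bovine design, with 2 false calls among 33. DESeq2 recovered 14 with 4 false calls, and 117 with 1. A second version was set after this was seen, with the spread following abundance, changed miRNA drawn from the tested ones and log2 changes of 2 and 4. In the AGO2 design it recovered 66 of 96 and 99 of 100, with 2 false calls among 89. The median signed error of the log2 fold change was 0.11. In the bovine design 46 of 57 and 76 of 76 were recovered, with 0 false calls among 32 and a median signed error of 0.27. Errors up and down cancel in these medians, so that they do not give the size of a typical error. In the second version DESeq2 recovered 75 and 100 with 4 false calls, and 53 and 76 with 0.

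Alternatives were DESeq2 1.42.0 with its own test, its size factors in edgeR, library totals alone, no filter, the filter on normalised counts, the replicate block, RPM over sized reads of Table 1, the mean of 2 libraries at 100 RPM, seeds of nucleotides 2 to 8, a score of at least 5, all matched miRNA in the rank correlation, and each library left out in turn. A quadratic GC trend taken out of each library, DESeq2 with fold changes shrunk by its normal prior, and matching by name under another species' prefix were added later. With 2 libraries in a group, splits of the samples were not counted. Targets and pathways, the profiles of other tissues and the quantitative PCR were not analysed here.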

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

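The tests in this part were set before their own results were seen. The correction for a GC trend that one of them uses was chosen after seeing the data. The counts of milk protein exons beyond the 80 precursors were added to their test after its result was seen.

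Outside the 185 miRNA of Table S5, which the paper discusses, 114 miRNA were tested between AGO2 and mouse libraries. Of these, 18 had higher counts in AGO2 at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 3 had lower counts. They were taken up here because they are a signal in miRNA that the paper does not report on. Among the 18, the highest mean of both AGO2 libraries was 95.6 RPM, and 4 reached 100 RPM in an AGO2 library. A limit of 100 RPM on the mean therefore leaves all 18 out. The 18 comprised 10 predicted and 8 known miRNA, and the 10 predicted ones had 3 counts or fewer in both mouse libraries. The most abundant known one was miR-3470b-5p, with 62.9 and 128 RPM in AGO2 and 2.04 and 0.953 RPM in mouse, a log2 fold change of 6.16 (adjusted p = 0.000366 in the same edgeR test). It was singled out after its values were seen. A single AGO2 library carried the signal in 3 cases. For miR-190a-3p, AGO2 sample 2 had 459 counts and sample 1 had 17, and the log2 fold change was 1.83 without sample 2. For mmu-5_34519-3p the counts were 4 in sample 1 and 191 in sample 2. For mmu-8_42741-5p nearly all counts were in sample 2, as given beside the AGO2 comparison. A larger sum of counts in the AGO2 libraries is excluded, since their sums were the smaller ones, although their raw reads in Table 1 were more. A trend with GC content does not account for the calls as a whole, as 81 of all 83 calls remained when the trend was taken out of each library. What stays open is whether these RNA are bound to AGO2 or were carried along by the immunoprecipitation, since no library of a precipitation without the antibody was analysed here.

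Predicted precursors gave the other such signal. Reads in both AGO2 libraries and in neither mouse library were found for 80 of the 773 predicted mouse precursors with counts. By position in GENCODE's annotation of GRCm38, 25 lay in coding exons, 17 in untranslated exons, 19 in introns, 14 outside genes, 1 in an exon of a non-coding transcript of a protein-coding gene and 4 in exons of other RNA genes. The share in exons of protein-coding genes on the gene's strand was 53.75% (43 of 80), against 24.1% (27 of 112) of the precursors with reads in a mouse library (Fisher's exact test, p = 3.57e-05). Precursors are not independent replicates, so that this p-value describes these libraries. Among precursors with reads in 1 AGO2 library only, 305 of 581 lay in such exons (52.5%). Fragments of messenger RNA carried by the immunoprecipitation could therefore account for a part of these precursors. In exons of the 15 milk protein genes of a list fixed beforehand lay 0 of the 80, 0 of the 112 with reads in a mouse library and 0 of all 773, so that leaving out precursors with a mouse read removed none. The 80 are therefore not fragments of the exons of these genes. Fragments that were not predicted as precursors are not covered by this. Processing of messenger RNA into small RNA that AGO2 binds is a biological explanation that was not tested.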

How the results depend on the processing

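The alternatives were set before the data were examined, except the correction for a GC trend, DESeq2 with shrunken fold changes and all alternatives for miRNA at 100 RPM in 1 or both species, which were chosen after seeing the data. Summing counts over precursors was not run, since each mature miRNA has 1 line, so that the sum and the highest value are the same.

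Most results that answer a comparison stayed within the spread between replicates, or within 1.5 times for counts. With RPM over the sized reads of Table 1, 20 of 23 did. The exceptions were the shares of miRNA of 10,000 RPM or more, which fell to 73.6% in mouse, 72.9% in bovine and 50.5% in AGO2, where fewer reads were assigned to miRNA, so that RPM are lower by construction. With the mean of 2 libraries at 100 RPM, 22 of 24 did, and the share of miRNA under 100 RPM rose to 0.512% in mouse and 0.605% in bovine. It lay between 0.506% and 0.564% in mouse and between 0.590% and 0.596% in bovine when 1 library of the species was left out, by construction, since fewer miRNA reach the limit. The rank correlation of mouse and bovine rose to 0.868 with all matched miRNA, and the cause was not tested. A miRDeep2 score of at least 5 left 1 predicted miRNA at 100 RPM in mouse, 0 in bovine and 2 in AGO2.

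The counts of calls moved by more than 1.5 times in 4 cases. Without a filter, 29 miRNA were higher in AGO2, against 46, with 1750 tested in place of 299, and all 29 are among the 46. In bovine over mouse the test without a filter gave 73 higher and 71 lower, against 42 and 46, with 251 tested. The other case is the replicate block. The mouse and AGO2 libraries share replicate numbers, and the methods describe 2 mice with both glands taken, but do not say that equal numbers mark 1 animal. The deviations of equally numbered libraries had a correlation of 0.361 over 281 miRNA, and of 0.0126 over 152 for bovine and mouse, with 2 pairs in each. With the replicate block, 60 miRNA were higher and 61 lower in AGO2, and 42 of the 46 and all 37 of the 37 were among them. Of the 185 miRNA of Table S5 it called 45 higher and 57 lower and left 83, against 123. The cause of the difference was not tested. For bovine the block gave 45 and 45. With shrunken fold changes DESeq2 called 66 and 48 in AGO2, among them 45 of the 46 and all 37. DESeq2 without shrinkage called 69 and 48, and its size factors in edgeR gave 51 and 45, both with all 83 among them. Library totals alone gave 38 and 35, the filter on normalised counts 39 and 43, and the correction for a GC trend 65 and 48.

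All 83 miRNA called in AGO2 kept their sign in each fit without 1 library. This follows nearly by construction, since for each of them both AGO2 samples lay on the same side of both mouse samples. Of 616 values of the 77 named miRNA of this comparison under other settings, 539 kept their direction and side of the threshold. The side changed for 23 miRNA, none of which is in Figure 3, with 13 values no longer called and 33 newly called. For example, miR-200a-3p had an adjusted p of 0.000388 and, with no filter, of 0.132 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The other 31 changed sign, in miRNA that Figure 3 gives as equal, and lay close to 0 with adjusted p of 0.838 or more from edgeR's quasi-likelihood test or DESeq2's test with Benjamini-Hochberg adjustment. With library totals alone the log2 fold changes were -0.060 (miR-27b-3p), -0.028 (miR-21a-5p), -0.066 (miR-199a-3p and miR-199b-3p), -0.044 (miR-450a-5p), -0.12 (miR-362-5p), -0.069 (miR-151-3p), -0.046 (miR-139-5p) and -0.066 (miR-106b-5p). With no filter they were -0.067 (miR-27b-3p), -0.017 (miR-21a-5p), -0.061 (miR-199a-3p and miR-199b-3p), -0.18 (miR-362-5p), -0.13 (miR-151-3p), -0.11 (miR-139-5p) and -0.086 (miR-106b-5p). With the filter on normalised counts they were -0.021 (miR-27b-3p), -0.034 (miR-199a-3p and miR-199b-3p), -0.092 (miR-362-5p), -0.042 (miR-151-3p), -0.023 (miR-139-5p) and -0.026 (miR-106b-5p). With DESeq2's size factors they were -0.0081 (miR-199a-3p and miR-199b-3p) and -0.024 (miR-362-5p). For miR-92a-3p they were 0.13 with DESeq2, 0.13 with its shrunken fold changes, 0.070 with the replicate block and 0.051 with the GC trend taken out. Another scaling moves all log2 fold changes together by construction. Over the 299 miRNA the median was -0.12 with TMM, -0.27 with library totals alone and -0.18 with DESeq2's size factors, so that the changes of sign under these say nothing about the single miRNA. For the other settings the cause was not tested.

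Across the fits without 1 library, 241 of 308 values of these miRNA stayed within 1 standard error, 53 moved further and 14 changed sign. The latter ranged as follows over the 4 fits: miR-21a-5p from -0.38 to 0.83, miR-199a-3p and miR-199b-3p from -0.39 to 0.73, miR-92a-3p from -0.60 to 1.03, miR-450a-5p from -0.44 to 0.96, miR-362-5p from -0.31 to 0.49, miR-151-3p from -0.29 to 0.59, miR-139-5p from -0.18 to 0.45, miR-106b-5p from -0.10 to 0.43, miR-181a-5p from -0.67 to 0.080 and miR-423-5p from -1.88 to 0.71.

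In bovine over mouse, 241 of 265 values of the 53 named miRNA under other settings kept their direction and side. In 10 miRNA the side changed, with 16 values no longer called and 7 newly called, and miR-31-5p changed sign with no filter, at -0.0100. The cause was not tested. Of 212 values without 1 library, 160 stayed within 1 standard error, 41 moved further and 11 changed sign. The latter ranged over the 4 fits from -0.057 to 0.21 for miR-20a-5p, from -0.71 to 0.088 for let-7f-5p, from -0.049 to 0.35 for miR-196a-5p, from -0.040 to 0.20 for miR-34a-5p, from -0.15 to 0.27 for miR-31-5p, from -0.27 to 0.69 for miR-362-5p and from -0.35 to 0.23 for miR-106b-5p.

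Depth limits the miRNA near the count of 0. For the 10 miRNA called higher in AGO2 with at most 3 counts in each mouse library, the size of the change is open above its lower bound.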

Differences from the paper's values

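The paper gives 0.6% as the upper limit of the reads of miRNA exclusive to 1 species and of low expression. Here these miRNA took 1.22% of the counts in mouse and 1.32% in bovine. No alternative was set for these shares before the data were examined. Of the alternatives chosen after the values were seen, none closed the gap, and the nearest, matching by the same name under another species' prefix, gave 1.01% and 1.04%.

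The paper gives 60 miRNA of Table S5 as depleted in AGO2, and 34 of the 185 miRNA were called lower here with TMM normalisation and edgeR's quasi-likelihood test. Of the alternatives set before the data were examined, DESeq2's own test gave 41, DESeq2's size factors in edgeR 40, the filter on normalised counts 40 and the replicate block 57, all within 1.5 times of the paper's number. With library totals alone, or with no filter, the number was 32, outside this range. A correction for GC content and DESeq2 with shrunken fold changes, both chosen after the values were seen, gave 41 each. All 60 had a log2 fold change below 0 here, and 31 were called.

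Table S5 gives ratios of mouse over AGO2, and its values are turned here into AGO2 over mouse. For miR-674-5p the paper's value is then -2.78 against -4.33 here, and for miR-350-3p it is 3.62 against 5.24. None of the alternatives set before the data were examined that keep all 4 libraries closed these gaps. Without 1 library, the values ranged from -8.53 to -3.05 for miR-674-5p and from 2.80 to 6.55 for miR-350-3p. The -3.05 without AGO2 sample 1 and the 2.80 without AGO2 sample 2 lie within 1 standard error of the paper's values. The paper's methods state that its fold changes were shrunk by an empirical Bayes procedure, and no alternative set beforehand did this. DESeq2 with shrunken fold changes, chosen after the values were seen, gave -3.77 for miR-674-5p, within 1 standard error of the paper's value, and 4.86 for miR-350-3p, outside it. Over the 181 miRNA with both values the correlation was 0.996, and 178 had the same sign.

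Other statements of the paper concern single results. It counts miR-185-5p and let-7d-5p among the miRNA loaded at under 10% of their mouse level, and their percentages here were 10.7 and 10.5. It lists mmu-2_24638 as enriched in AGO2, and the adjusted p here was 0.362, with 0.263 as the lowest among the alternatives. In the supplement mmu-11_6623 stands among the miRNA of equal abundance, without a test, and it was called lower here with a log2 fold change of -5.58. Of the miRNA that the paper names, Table S5 also gives miR-143-3p, miR-22-3p, miR-378a-3p, miR-26a-5p, miR-26b-5p, miR-16-5p and miR-20a-5p as depleted and miR-99a-5p and miR-199b-5p as enriched, and none of these was called here. With the replicate block all of them but miR-20a-5p were called in the paper's direction. DESeq2 called miR-99a-5p and miR-199b-5p. So did 2 alternatives chosen after the values were seen, DESeq2 with shrunken fold changes and the correction for GC content, and the latter called miR-26b-5p too. Library totals alone and the filter on normalised counts called miR-143-3p, miR-22-3p and miR-378a-3p, and DESeq2's size factors called miR-22-3p. In the opposite direction, miR-200c-3p and let-7b-5p were called lower here and miR-141-3p higher, where Table S5 has them as equal. The former 2 were not called with library totals alone, and miR-141-3p was not called without a filter. The paper gives mmu-2_24638-5p several genomic positions, and the list of predictions holds 1 precursor with its sequence. Seeds that occur in known miRNA are stated for 5 of the predicted miRNA of Table 2, and here they were found for 2, among known miRNA listed for the same species only. The miRNA reaching 100 RPM are described as those above the limit in at least 1 library, a rule that gave 171 and 172 miRNA, and the mean of both samples gave 164 and 167, the paper's numbers. With that same setting, 156 miRNA reached the limit in AGO2.

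The paper gives 50 seeds at 1,000 RPM in each species, and 42 were found in mouse here, against 50 in bovine. The mouse values of Table S3 sum to 1438397 RPM, over the limit a share of reads allows, and lie 1.48 times above those here at the median. In bovine this ratio was 0.999. On the scale of Table S3, 50 mouse seeds reach 1,000 RPM, a comparison chosen after the values were seen.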

Other observations

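The tests of the less abundant arm, of both transfer RNA boxes and of the last base in bovine were chosen only after a result was seen.

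The 2 mouse libraries differed along GC content. Over the 299 tested miRNA, Spearman's rho of GC content with the log2 ratio of sample 1 over sample 2 was 0.462 (permutation p = 0.0001 with 10000 resamples, the smallest value it allows). The median log2 ratio was -0.41 for the quartile with the lowest GC content and 0.63 for the highest. The same rho was 0.0440 between the AGO2 samples (p = 0.451) and 0.112 between the bovine samples (p = 0.140). A bias of library preparation with GC content could explain a part of the spread between the mouse libraries. A difference between the 2 animals stays open and was not tested. The calls between bovine and mouse did not follow GC content, with a rho of 0.0704 (permutation p = 0.382) over 152 miRNA. For the log2 fold change of AGO2 over mouse, rho with GC content was 0.0163 (permutation p = 0.777).

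The miRNA that begin with U were not higher than the others in AGO2 over mouse libraries. The median log2 fold change was -0.61 for the 128 known tested miRNA that begin with U and 0.01 for the 149 others. The difference of -0.63 (permutation p = 0.0492) has the opposite sign to that of a preference of AGO2 for U. Total RNA also holds miRNA bound to AGO2, so that this contrast cannot exclude such a preference. The miRNA are not independent replicates, so that the p-value describes these libraries.

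Several of the miRNA higher in AGO2 are the less abundant arm of their precursor, such as let-7d-3p. Whether low abundance alone accounts for this was tested with 3 rankings of the arms, and the outcome depended on the ranking. Ranked by mouse reads, which also enter the fold change, 61 less abundant arms had a median log2 fold change of 0.65 and lay above 99.97% of 10000 lists of other miRNA matched on abundance. Because this ranking favours such a result, the arms were then ranked by bovine reads. With miRNA named as bovine only, 12 arms had a median of 0.44 and lay above 62.36% of the matched lists. After this was seen, the ranking was widened to bovine reads under any species' name, since few less abundant arms carry a bovine name. The median of 46 arms was then 0.46, above 99.99% of the matched lists. Within precursors with both arms tested, the less abundant arm had the higher log2 fold change in 36 of 60, 7 of 12 and 26 of 45, in the order given. The median differences of the arms were 1.04 (sign-flip permutation p = 0.0271), 1.24 (p = 0.371) and 0.24 (p = 0.339). An effect of the arm and one of abundance alone cannot be told apart for these miRNA, since the ranking free of the fold change gives too few arms with bovine names and was widened with the result in view.

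Fragments of transfer RNA were sought among predicted miRNA with 2 tests. The first searched for the B box of transfer RNA genes and found it in 5 of 773 predicted mouse precursors. Shuffled precursors held it 8.52 times on average, with an upper limit of 15 in 1000 shuffles, so that it was not in excess. Those 5 precursors took 17.6% of the reads of predicted precursors, and mmu-11_6623 is among them. The second test, chosen after the first came out negative, searched for the A box in the mature sequences of Table 2. It was found in 2 of 7, mmu-2_24638-5p and bta-16_10667-5p, as often as in 0.1% of 10000 shuffles. For these 2 miRNA an origin from transfer RNA (A box) is a possible explanation, found in the same data that it was tested on.

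Mature sequences of predicted mouse miRNA rarely ended in A, in 3 of 823 cases, against 20.3% of 895 known mouse miRNA. In the precursor, the base after the mature sequence was A in 43.6% (180 of 413). The removal of poly-A stretches could have shortened these sequences at their 3' end. A stricter form set beforehand, with no sequence ending in A, was not met. In bovine, 20 of 767 ended in A, and the following base was A in 25.5% (102 of 400), no more than chance gives with 4 bases. A biological explanation was not tested.

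Some matched miRNA differ in sequence between the species. Of the 118 matched miRNA at 100 RPM in both species, 60 had identical mature sequences and 111 the same nucleotides 2 to 7. The other 7 took 5.58% of the mouse and 5.27% of the bovine counts. In 6 of these, miR-126a-3p, miR-29a-3p, miR-375-3p, miR-411-5p, miR-210-3p and miR-425-5p, the listed sequence started 1 base earlier or later in bovine.

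Of the predicted bovine miRNA, bta-5_32567-5p has 32 reads in the list of predictions and 8028 and 6844 counts in bovine samples 1 and 2. For bta-16_10667-5p the list gives 31 reads, against 1362 and 1898 counts. Of the milk protein genes, predicted precursors with counts lay in Wap and Xdh outside their exons. The 2 in Wap had 5 counts in the mouse samples, and 289 and 651 in AGO2 samples 1 and 2.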
